# Induced regeneration of articular cartilage – identification of a dormant regeneration program for a non-regenerative tissue

**DOI:** 10.1242/dev.201894

**Published:** 2023-11-08

**Authors:** Yu-Lieh Lin, Ling Yu, Mingquan Yan, Katherine Zimmel, Osama Qureshi, Felisha Imholt, Tao Li, Ivan Ivanov, Regina Brunauer, Lindsay Dawson, Ken Muneoka

**Keywords:** Articular cartilage, Regeneration, Fibroblasts, BMP

## Abstract

A mouse organoid culture model was developed to regenerate articular cartilage by sequential treatment with BMP2 and BMP9 (or GDF2) that parallels induced joint regeneration at digit amputation wounds *in vivo*. BMP9-induced chondrogenesis was used to identify clonal cell lines for articular chondrocyte and hypertrophic chondrocyte progenitor cells from digit fibroblasts. A protocol that includes cell aggregation enhanced by BMP2 followed by BMP9-induced chondrogenesis resulted in the differentiation of organized layers of articular chondrocytes, similar to the organization of middle and deep zones of articular cartilage *in situ*, and retained a differentiated phenotype following transplantation. In addition, the differentiation of a non-chondrogenic connective tissue layer containing articular chondrocyte progenitor cells demonstrated that progenitor cell sequestration is coupled with articular cartilage differentiation at a clonal level. The studies identify a dormant endogenous regenerative program for a non-regenerative tissue in which fibroblast-derived progenitor cells can be induced to initiate morphogenetic and differentiative programs that include progenitor cell sequestration. The identification of dormant regenerative programs in non-regenerative tissues such as articular cartilage represents a novel strategy that integrates regeneration biology with regenerative medicine.

## INTRODUCTION

Articular cartilage (AC) is a highly specialized tissue composed of distinct layers of chondrocytes that cover the terminal end of bones, and it prevents skeletal wear and tear by buffering mechanical loading associated with movement (Carballo et al., 2017). As a tissue, AC does not turn over and, when damaged, it lacks regenerative capability, so injury associated with degenerative conditions is characterized by permanent loss of functional tissue. Degenerative diseases of AC affect a large proportion of the population and are a primary cause of physical disabilities (Barbour et al., 2017). For this reason, numerous tissue-engineering strategies targeting AC for surgical replacement have been developed; however, effective clinical outcomes remain limited (Correa and Lietman, 2017; Medvedeva et al., 2018). As AC is non-regenerative *in vivo*, the absence of an endogenous regenerative model that provides strategic guidance for tissue engineering has been lacking. The discovery that joint regeneration *in vivo* can be stimulated at digit amputation wounds by sequential treatment with BMP2 and BMP9 (GDF2) (Yu et al., 2019) established a regeneration model that can bridge approaches in tissue engineering with the biology of regeneration. Induced regeneration studies identify sources of progenitor cells at non-regenerative injuries, such as amputation, that possess the potential for participation in a regeneration response (regenerative potential) (Dolan et al., 2018). Recently, an organoid culture strategy for hyaline cartilage regeneration was developed (Yu et al., 2022) that is distinct from tissue engineering approaches because it relies on the self-organization of dissociated cells, similar to classic models of sponge regeneration (Wilson, 1907). Using this organoid/regeneration protocol, digit-derived fibroblasts from the terminal phalangeal element (P3 cells) (Wu et al., 2013) were identified as a source of chondroprogenitor cells to regenerate hyaline cartilage (Yu et al., 2022). P3 cell lines were established from primary cultures and displayed position-specific characteristics *in vitro* while retaining regenerative potential following transplantation *in vivo* (Wu et al., 2013). This hyaline cartilage regeneration model represents a way to begin a mechanistic exploration of how to regenerate AC.

AC has a complex organization, consisting of multiple layers of chondrocytes, each with specific functions and distinct morphologies characterized by cell size, cell density and extracellular matrix (ECM) composition (Di Bella et al., 2015). During development, hyaline cartilage initially forms by condensation and gives rise to AC of joints in addition to growth plate (GP) cartilage. AC of the knee has a layered organization and is divided into four zones: superficial, middle, deep and calcified. Chondrocytes of the superficial zone are small, flattened cells containing relatively low proteoglycan levels and are identified based on proteoglycan 4 (*Prg4*, also called lubricin) expression (Saito, 2022). Developmental cell lineage studies based on *Prg4* expression show that superficial cells contribute to all zones of AC indicative of progenitor characteristics (Decker et al., 2017; Kozhemyakina et al., 2015; Li et al., 2017). The middle and deep zones contain spheroid chondrocytes, described as hyaline or articular, expressing high levels of collagen II (ColII) and aggrecan (Acan), and are distinguished based on chondrocyte size and density; chondrocytes are smaller and more densely packed in the middle zone than in the deep zone (Becerra et al., 2010; Sophia Fox et al., 2009). The calcified zone contains large chondrocytes identified as hypertrophic based on expression of collagen X (*Col10a1*), runt-related transcription factor 2 (*Runx2*) and matrix metalloproteinase 13 (*Mmp13*) (Chau et al., 2014), and separates the upper zones of articular chondrocytes from the subchondral bone. The tidemark that separates the deep zone from the calcified zone identifies the non-calcified/calcified cartilage interface and is histologically distinct (Havelka et al., 1984).

In this study, the chondrogenic response of mouse P3 fibroblasts was explored by generating clonal cell lines and characterizing responsiveness to BMP9. When cultured under identical conditions, some clonal lines differentiated into articular chondrocytes, whereas others differentiated into hypertrophic chondrocytes. A genome-wide RNA-sequencing (RNAseq) analysis determined that BMP9 directs both articular and hypertrophic clonal lines on a trajectory toward differentiation of AC and not GP cartilage. The cartilage differentiation protocol was refined to include BMP2-enhanced aggregation of suspended cells prior to BMP9-stimulated differentiation. Cartilage differentiated by an articular chondrocyte-specific progenitor line formed a composite tissue with articular chondrocytes encapsulated by a non-chondrogenic fibrous connective tissue layer. The articular chondrocytes were organized into concentric layers and displayed an organization similar to the middle and deep zones of AC *in situ*, and this differentiated phenotype was stable following *in vivo* transplantation. The encapsulating connective tissue layer contained articular chondrocyte-specific progenitor cells, indicating that induced AC differentiation anticipates future injury by sequestering progenitor cells. This *in vitro* model identifies several key transitional steps that include progenitor cell activation, cell expansion, morphogenesis, differentiation and progenitor cell sequestration, thus identifying an endogenous but dormant regenerative program for AC. The identification of dormant regenerative programs in non-regenerative tissues such as AC represents a novel strategy for integrating regeneration biology with regenerative medicine to target solutions for the clinical problem of joint-related disabilities.

## RESULTS

Previously, hyaline cartilage regenerated from BMP9-treated P3 fibroblasts *in vitro* failed to differentiate into AC after transplantation *in vivo* (Yu et al., 2022). Joint repair *in vivo* thus requires a need to develop strategies to further differentiate AC *in vitro* prior to implantation. To aid such studies, the neonatal knee (postnatal day 7) served as an example of maturing AC as the upper layers of articular chondrocytes were distinct at this stage (Fig. S1A,B). Safranin O/Fast Green staining identifies a matrix rich in glycosaminoglycans that is known to be abundant in the AC matrix (Schmitz et al., 2010), and Mallory's trichrome staining identifies collagen fibers based on Aniline Blue staining (Yu et al., 2022). The maturing AC is characterized by a gradient of articular chondrocyte size, with small chondrocytes associated with the superficial zone and progressively larger chondrocytes in the middle and deep zones. At this developmental stage, differentiation into a distinct calcified zone has not occurred. Articular chondrocytes of the neonatal knee were immature, and most cells expressed Sox9 (Fig. S1C). Superficial zone chondrocytes were identified based on the expression of Prg4 (Fig. S1D). The middle zone contained chondrocytes of intermediate size and were characterized by expression of Cilp, a matrix component with phosphatase activity (Bernardo et al., 2011; Lorenzo et al., 1998), and reduced expression of Acan (Fig. S1E,F). We noted that some superficial zone chondrocytes were positive for Cilp. Chondrocytes in the deep zone were larger with prominent lacunae and robust Acan expression (Fig. S1F). The neonatal AC abutted chondrocytes of the GP that were organized with resting chondrocytes, giving rise to columns of proliferating chondrocytes that differentiated into collagen X (ColX)-expressing hypertrophic chondrocytes (Fig. S1G). The developing epiphysis was surrounded by a fibrous stromal tissue layer characterized by collagen I (ColI) expression (Fig. S1H).

### Cloning of chondrocyte-specific progenitor cell lines

There are two crucial variables for generating cartilage in culture: cell source and differentiation protocol. With respect to the cell source, P3 fibroblasts differentiate into both articular and hypertrophic chondrocytes following treatment with BMP9 (Yu et al., 2022), so clonal P3 lines were established to determine whether distinct chondroprogenitor cells could be isolated. *lacZ^+^* P3 cells (Wu et al., 2013) were cloned by dilution and assayed for chondrogenic potential based on their response to BMP9. A total of 29 clonal lines were isolated from a single 96-well plate (30.2% efficiency), expanded and cryopreserved. To determine chondrogenic potential, 18 clonal lines were cultured as centrifuged cell pellets (*n*=2), treated with BMP9 differentiation medium for 21 days, processed for histology and analyzed based on staining with Safranin O/Fast Green. Chondrocytes were identified based on cell morphology (spherical cells with lacuna) and Safranin O-positive matrix staining. Two clones (2/18, 11%) were negative for Safranin O staining (Fig. 1A,B), whereas 16 clones (16/18, 89%) were positive (Fig. 1C-R). Each clone differentiated into chondrocytes that were uniform in size, but chondrocyte size varied between the 16 clones. The clones containing smaller chondrocytes were tentatively identified as articular chondroprogenitors, whereas the clones containing larger chondrocytes were identified as hypertrophic chondroprogenitors. To explore this, the phenotype of two chondroprogenitor clonal lines representing small (P3*^D8^*; Fig. 1G) and large (P3*^E3^*; Fig. 1L) chondrocytes were analyzed by immunohistochemical staining for Acan and ColX. P3*^D8^* clonal cells differentiated into small chondrocytes that were positive for Acan but negative for ColX, consistent with an articular chondrocyte phenotype (Fig. 1S,T). P3*^E3^* clonal cells differentiated into large chondrocytes that were positive for both Acan and ColX, consistent with a hypertrophic chondrocyte phenotype (Fig. 1U,V). We further analyzed the remaining 14 clones and found six additional clones that were positive for Acan and negative for ColX (Fig. 1C-I; P3*^C6^*, P3*^C8^*, P3*^D12^*, P3*^F1^*, P3*^F8^* and P3*^G11^*), and eight additional clones positive for both Acan and ColX (Fig. 1J-R; P3*^C4^*, P3*^C9^*, P3*^D5^*, P3*^D11^*, P3*^E1^*, P3*^E9^*, P3*^F12^* and P3*^G9^*). Together, the histological and immunohistochemical studies support the conclusion that the P3 cell line contains chondrocyte-specific progenitor cells that displayed distinct responses to BMP9.

**Fig. 1.**
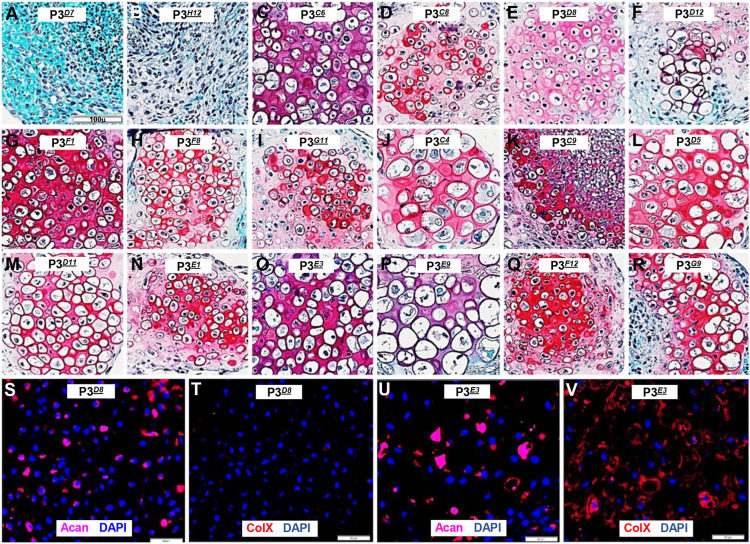
**BMP9-induced chondrogenesis of P3 clonal cell lines.** Pellet cultures of 18 clonal lines were cultured in BMP9 differentiation medium and analyzed histologically based on Safranin O/Fast Green staining (*n*=2). (A,B) Two clones failed to differentiate into histologically identifiable chondrocytes. (C-R) 16 clones differentiated into chondrocytes containing a matrix rich in glycosaminoglycan. Each clone differentiated into chondrocytes of uniform size, but chondrocyte size varied between clones. (S,T) Immunohistochemical staining of P3*^D8^* (E) cartilage identified cells positive for Acan (S) and negative for ColX (T). (U,V) Immunohistochemical staining of P3*^E3^* (O) cartilage identified cells positive for Acan (U) and positive for ColX (V). Scale bars: 100 µm (A, applies to B-R); 50 µm (S-V).

### Optimizing culture conditions for efficient cartilage differentiation

The P3*^D8^* and P3*^E3^* clonal lines were selected as candidate chondroprogenitor lines for detailed studies. We first explored the effect of culture condition for cartilage differentiation. Previous studies of the parental P3 line established a self-aggregation (SA) protocol of 4 days in basal medium followed by treatment with BMP9 differentiation medium (SA^4d^→BMP9) to regenerate hyaline cartilage (Yu et al., 2022). When P3*^D8^* clonal fibroblasts were cultured using the SA protocol, they displayed a variable aggregation response, forming many small aggregates and a few large aggregates (Fig. 2A). After 14 days in BMP9 differentiation medium (SA^4d^→BMP9^14d^), the large aggregates formed large cell clusters, whereas the small aggregates formed small cell clusters (Fig. 2B). Histological analysis revealed chondrocytes in both small and large clusters, but only cells of large clusters differentiated into chondrocytes embedded in a glycosaminoglycan rich matrix comparable with that of AC (Fig. 2C). Thus, the SA^4d^→BMP9^14d^ protocol was effective in regenerating articular chondrocytes from P3*^D8^* clonal cells (Fig. 2C, inset); however, the response efficiency was limited by the initial aggregation response. Alternatively, parallel studies with P3*^E3^* clonal cells indicated a poor SA response (Fig. 2D), but after treatment in BMP9 differentiation medium (SA^4d^→BMP9^14d^), chondrocytes were identified in the resulting small cell clusters (Fig. 2E,F). Thus, P3 clonal lines retain chondrogenic potential in BMP9-treated SA cultures, but this response is limited by the extent of SA.

**Fig. 2.**
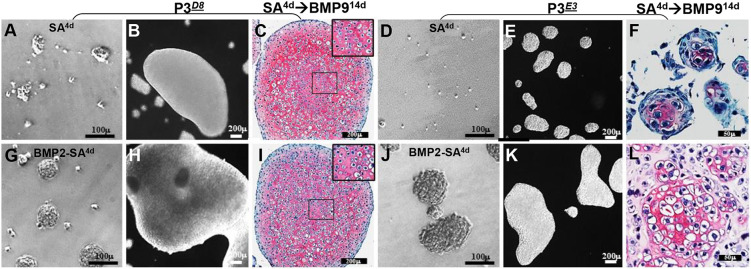
**BMP2-enhanced cell aggregation of P3*^D8^* and P3*^E3^* clonal cells.** (A) After 4 days in suspension culture, P3*^D8^* cells form aggregates of varying size. (B) After 14 days in BMP9 differentiation medium, P3*^D8^* aggregates form small and large cell clusters. (C) Cross-section of a large P3*^D8^* cluster stained with Safranin O/Fast Green showing cartilage tissue densely populated with chondrocytes embedded in a matrix rich in glycosaminoglycans (*n*=3). The inset shows central chondrocytes at a higher magnification. (D) After 4 days in suspension culture, P3*^E3^* cells form very small aggregates. (E) After 14 days in BMP9 differentiation medium, P3*^E3^* aggregates form small cell clusters. (F) Safranin O/Fast Green staining of P3*^E3^* clusters identifies chondrocytes but with low glycosaminoglycan production (*n*=3). (G) After 4 days in suspension culture with BMP2, P3*^D8^* cells form large aggregates. (H) After 14 days in BMP9 differentiation medium, P3*^D8^* aggregates form large cell clusters. (I) Safranin O/Fast Green staining of P3*^D8^* clusters identifies cartilage densely populated with chondrocytes embedded in a matrix rich in glycosaminoglycans (*n*=3). The inset shows central chondrocytes at a higher magnification. (J) After 4 days in suspension culture with BMP2, P3*^E3^* cells form large aggregates. (K) After 14 days in BMP9 differentiation medium, P3*^E3^* aggregates form large cell clusters. (L) Safranin O/Fast Green staining of P3*^E3^* clusters identifies aggregates of large chondrocytes embedded in Safranin O staining matrix (*n*=3). Scale bars: 100 µm (A,D,G,J); 200 µm (B,C,E,H,I,K); 50 µm (F,L).

To improve the SA protocol, we explored ways to enhance cell aggregation. During BMP9-induced joint regeneration, hyaline cartilage condenses and the regeneration response is enhanced by pre-treatment with BMP2 (Yu et al., 2019). During cartilage development, condensation of hyaline cartilage is initiated by various growth factors, including BMP2 (Giffin et al., 2019). To determine whether BMP2 pre-treatment improved the SA response *in vitro*, suspension cultures of P3*^D8^* and P3*^E3^* clonal lines were treated with BMP2 aggregation medium during the 4-day SA period. BMP2 treatment (BMP2-SA^4d^) resulted in the formation of large aggregates in both P3*^D8^* and P3*^E3^* clonal lines (Fig. 2G,J). After subsequent treatment in BMP9 differentiation medium (BMP9^14d^), both clonal lines formed numerous large cell clusters (Fig. 2H,K) and, when assayed histologically, the BMP2-SA^4d^→BMP9^14d^ treatment protocol regenerated cartilage rich in glycosaminoglycans; P3*^D8^* clonal cells differentiated into cartilage with small chondrocytes (Fig. 2I, inset), whereas P3*^E3^* clonal cells differentiated into cartilage containing large chondrocytes (Fig. 2I,L). These results indicate that the chondrogenic response was enhanced by BMP2 treatment during the SA period and this protocol (BMP2-SA^4d^→BMP9) was adopted for further regeneration studies.

### Comparative RNAseq analyses suggest that the P3*^D8^* and P3*^E3^* clonal lines are progenitors for AC

The differentiative trajectory of P3*^D8^* and P3*^E3^* cells induced by the BMP2-SA^4d^→BMP9^14d^ protocol was explored using RNAseq transcriptome analyses of datasets (*n*=3) generated from *in vitro*-differentiated cartilage (Gene Expression Omnibus accession number GSE216025). 

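P3 D8 and P3 E3 are clonal fibroblast lines of the mouse digit. The deposited values cover 12 libraries, 3 for each of 4 groups: P3 D8/BMP9 and P3 E3/BMP9 cartilage, for which aggregating cells received 50 ng/ml BMP2 for 4 days and then 50 ng/ml BMP9 for 14 days, and monolayer cultures of each clonal line without BMP2 or BMP9. For 4 of the libraries, 1 in each group, the cell line entry of the sample record names the other clone than the sample's title does. Libraries were grouped by title, and the group means of the authors' own comparison are those of the same grouping. In a principal component analysis on the log_2_ scale, the 2nd component (8.71% of variance) separated the titles. Libraries titled P3 D8 lay at -31.02 to -21.67 and those titled P3 E3 at 23.05 to 29.85. The 4 with a conflicting entry lay with their titles, at -26.5, -24.45, 25.58 and 25.23. These positions argue against the cell line entry as the right label for them. The authors aligned the reads to the mm10 mouse genome with HISAT2, counted them with htseq-count and divided the counts by 1 DESeq2 size factor per library, estimated over these libraries together with the AC and GP datasets. The values are therefore normalized counts, and their entries are 106518 RefSeq transcripts of 35976 gene symbols, so that a gene can have several entries. Every value was a whole multiple of the smallest value in its library within a tolerance of 0.01 reads, which gave 7269748 to 8662298 counted reads per library. Many genes with several transcripts are counted low in this table. Of protein-coding genes with 1 transcript entry, 61.8% had a summed mean under 10 normalized counts over the 12 libraries, and of those with 6 or more entries, 93.0% did. The shares listed at 0 throughout were closer, at 40.9% and 43.0%. *Fn1*, *Prg4*, *Sox5*, *Erg* and *Col11a2* were listed at 0 in all 12 libraries, and *Gapdh*, with 3 entries, summed to 4.07 normalized counts over all 12. Of these genes all but *Prg4* were picked as examples after their values had been seen. Values near 0 for such genes are not read as absence of expression. P3 D8/BMP9 and P3 E3/BMP9 were compared with limma on log_2_(normalized count + 1) over the 5462 transcripts with a mean of at least 10 in these 6 libraries, with Benjamini-Hochberg adjustment, and transcripts were called at the study's thresholds, an absolute log_2_FC of at least 1.5 and an adjusted p under 0.05. A gene was represented by its most counted transcript. Among replicates of one group, Pearson's r between libraries on the log_2_ scale was 0.985 to 0.993 across transcripts with a mean of at least 10 over all 12 libraries.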

To probe the specific chondrogenic responses of P3*^D8^*- and P3*^E3^*-derived cartilage, the datasets were compared with RNAseq datasets of murine AC (Bekki et al., 2020) and murine GP cartilage (Sabik et al., 2017). To distinguish AC from GP cartilage, a correlation analysis of all expressed genes indicated a positive correlation (r=+0.78), which concurs with their similar developmental origin and indicates that the two cartilage tissues are not easily distinguishable by this method. A genome-wide comparison of AC and GP cartilage transcriptomes identified 5142 differentially expressed (DE) genes [log_2_(fold change or FC)≥|1.5| and false discovery rate (FDR) *P*-value<0.05], of which 2369 were upregulated in GP cartilage and 2439 were upregulated in AC (Table S1). A complementary correlation analysis restricted to DE genes also detected a positive correlation (r=+0.65) (Fig. S2) between AC and GP cartilage. To distinguish AC from GP cartilage, the top 30 DE genes from each list were used for a correlation analysis and the combined set of 60 DE genes detected a negative correlation (r=−0.33). Thus, this set of 60 genes was used for a comparative evaluation of the chondrogenic responses of P3*^D8^* and P3*^E3^* cells. A comparative heat map with normalized gene expression values, including a clustering analysis of AC, GP cartilage and cartilage differentiated from P3*^D8^* and P3*^E3^* cells, is shown in Fig. 3A, and an overall correlation analysis of the same set of data using the average gene expression values is shown in Fig. 3B. 

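Among the first 30 transcripts of the articular part of Table S1, which stand in the order of the paper's fold change between AC and GP cartilage, 9 had a mean of at least 10 normalized counts over the 3 P3 D8/BMP9 and 3 P3 E3/BMP9 libraries. The other 21 lay under that level, and 6 of these were listed at 0 in all 6 libraries. *Prg4*, the first of the 30, was listed at 0. It has 5 transcript entries, and some of its reads can go uncounted for that reason. Not all are lost in the paper's counting, since this transcript had a log_2_FC of 8.85 between AC and GP cartilage. The 0 is therefore neither read as absence of expression nor put down to the entries alone. *Tnfrsf11b*, which encodes osteoprotegerin, had 943 ± 117 normalized counts (SD, n = 3) in P3 D8-derived cartilage and 522 ± 137 (SD, n = 3) in P3 E3-derived cartilage. In monolayer it had 37.3 ± 7.5 and 44.4 ± 10.2 (SD, n = 3 each). *Cytl1* was counted at 2.47 to 5.54 in the P3 D8/BMP9 libraries and at 6.87 to 13.8 in the P3 E3/BMP9 libraries. It was listed at 0 in all 6 monolayer libraries. *Hdac2* had 70.9 ± 12.1 and 28.9 ± 9.5 (SD, n = 3 each) in P3 D8- and P3 E3-derived cartilage. Of the 9 transcripts tested, 4 were higher in P3 D8/BMP9 at an adjusted p under 0.05 (*Cilp*, *Gm34589*, *Hdac2* and *Tnfrsf11b*) and 1 was lower (*Stk32b*, 4.92 ± 1.71 against 76.1 ± 40.1 normalized counts, SD, n = 3 each). *Chrdl2* had a log_2_FC of 2.30 but an adjusted p of 0.0529, with values of 13.2 to 37.2 in P3 D8/BMP9 and of 0 to 17.6 in P3 E3/BMP9.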

Whereas AC and GP cartilage were negatively correlated (r=−0.33), the cartilage differentiated from P3*^D8^* cells displayed a negative correlation compared with GP cartilage (r=−0.21) and a positive correlation compared with AC (r=+0.50). This supports the conclusion that differentiated P3*^D8^* clonal cells display a bias toward AC compared with GP cartilage. Similarly, the cartilage differentiated from P3*^E3^* cells displayed a neutral relationship compared with GP cartilage (r=−0.01) and a positive correlation compared with AC (r=+0.51), suggesting that hypertrophic chondrocytes differentiated from P3*^E3^* cells are more similar to AC than to GP cartilage (Fig. 3A,B). These findings suggest that P3*^E3^*-derived chondrocytes were differentiating into the hypertrophic chondrocytes of the AC, i.e. chondrocytes of the calcified layer (Carballo et al., 2017), and are distinct from the hypertrophic chondrocytes of the GP. A positive correlation of r=+0.50 does not support the conclusion that P3*^D8^*- or P3*^E^*-derived cartilage is identical to AC; however, a complicating factor is that AC is composed of both articular and hypertrophic chondrocytes, whereas the cartilage differentiated from P3*^D8^* or P3*^E3^* cells is either articular or hypertrophic. Our analysis does support the conclusion that both P3*^D8^* and P3*^E3^* clonal cells treated with the BMP2-SA^4d^→BMP9^14d^ protocol display a differentiation trajectory toward AC.

**Fig. 3.**
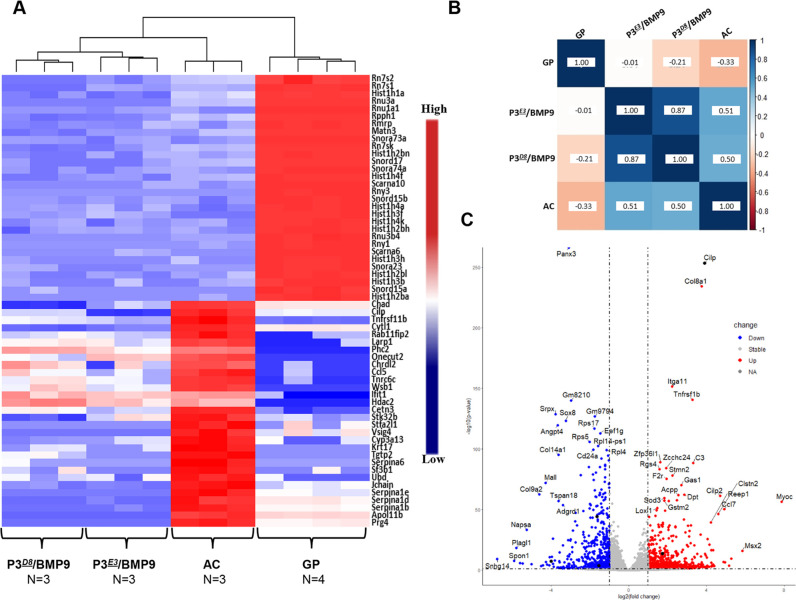
**Genome-wide RNAseq analysis of P3*^D8^* and P3*^E3^* cartilage.** P3*^D8^* and P3*^E3^* clonal cells were differentiated using the BMP2-SA^4d^→BMP9^14d^ protocol and labeled as P3*^D8^*/BMP9 and P3*^E3^*/BMP9, respectively. RNAseq datasets were generated from three separate experiments for each cell line. (A) Heat map and clustering analysis of the selected set of 60 DE genes identified by a genome-wide analysis of genes expressed by articular cartilage (AC) (*n*=3) and growth plate (GP) cartilage (*n*=4). (B) Correlational analysis based on the selected set of 60 DE genes. (C) Volcano plot summarizing the DE genes resulting from the comparison of P3*^D8^*/BMP9- versus P3*^E3^*/BMP9-derived cartilage, with 50 outlying genes labeled based on lowest adjusted *P*-value and highest log_2_(fold change) identified. Down, downregulated; Up, upregulated; NA, not applicable.

Consistent with this conclusion, a comparative analysis based on the 60 DE target genes indicated that the cartilage differentiated from P3*^E3^* cells correlated positively (r=+0.87) with cartilage differentiated from P3*^D8^* cells (Fig. 3B). 

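Across the 5462 transcripts tested, the group means of P3 D8/BMP9 and P3 E3/BMP9 correlated with Pearson's r = 0.948 and Spearman's rho = 0.946 on the log_2_ scale. On the scale of the normalized counts themselves, where a few abundant transcripts weigh most, Pearson's r was 0.893. Single libraries of the 2 clonal lines correlated with r between 0.929 and 0.948 on the log_2_ scale, across the same 5462 transcripts, below every pair of libraries within P3 D8/BMP9 (0.986 to 0.993) and within P3 E3/BMP9 (0.984 to 0.990). For the first 30 transcripts of the articular part of Table S1, r was 0.880 on the log_2_ scale and 0.613 on the normalized scale, and rho was 0.862. Most of these 30 lay near 0 in both cartilages, and over the 9 that were tested r was 0.697 on the log_2_ scale. These coefficients are across transcripts, which are not independent replicates, and carry no p-value. The paper's coefficient was computed on averages of normalized values and also takes in the top genes of GP cartilage. It is therefore not the same measure as any of those given here.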

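At an absolute log_2_FC of at least 1.5 and an adjusted p under 0.05 from limma, 281 transcripts (276 genes) were upregulated in P3 D8-derived cartilage and 199 transcripts (197 genes) were upregulated in P3 E3-derived cartilage. The excess on the P3 D8 side was not seen under some other limits. With no fold threshold 1173 transcripts were higher and 1521 lower in P3 D8/BMP9. Among transcripts with a mean of at least 50 the counts were 102 and 110, and among genes with 1 entry they were 139 and 156. In 3165 transcripts (57.9%) the 3 libraries of one line did not overlap with the 3 of the other, where chance gives 10%. Among called transcripts with a mean of at least 50 and no overlap between the lines, predicted RNA genes left out, the largest increases in P3 D8/BMP9 were those of *Myoc* (myocilin; log_2_FC 7.38), *Ccl7*, *Cilp2*, *Clstn2*, *Reep1* and *Pgm5*. Under the same limits the largest increases in P3 E3/BMP9 were those of *Plagl1* (log_2_FC -5.63), *Napsa*, *Col9a2*, *Mall*, *Srpx* and *Chad*. *Myoc* had 562 ± 34.7 normalized counts (SD, n = 3) in P3 D8/BMP9 and 2.46 ± 0.90 (SD, n = 3) in P3 E3/BMP9. *Plagl1*, a zinc finger transcription factor, had 3.08 ± 2.64 and 196 ± 126 (SD, n = 3 each).

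Gene lists were then compared. All were written after the study's own table of differential expression for these libraries had been read, so neither their direction nor their p values are independent evidence. Of the genes called below, that table holds 7 of the 10 lower genes of the hyaline list, 6 of the 7 articular and joint markers, all 3 lower hypertrophic markers and 7 of the 12 higher fibrous genes. Many listed genes had a mean under 10 and were not tested, so the counts do not speak for whole lists. Tested were 15 of 26 hyaline, 7 of 19 articular and joint, 7 of 16 hypertrophic and 20 of 26 fibrous genes. Of the other tissues, 8 of 14 glia and neuron, 4 of 13 muscle and 2 of 11 keratinocyte and epithelial markers were tested. Of 15 tested genes of hyaline cartilage matrix and its Sox regulators, 10 were lower in P3 D8/BMP9 and none was higher at an adjusted p under 0.05, with the same counts when adjusted over the list alone, and the median log_2_FC was -1.27 (camera with a preset correlation of 0.01, adjusted p = 0.000568, or 0.113 with an estimated correlation). The matrix genes *Acan* and *Col2a1*, with several transcript entries each, had means of 29.3 and 60.8 normalized counts over the 6 libraries. Their log_2_FC values were 0.09 and 0.04, and neither passed under any setting in which it was tested. All 7 tested articular and joint markers were higher in P3 D8/BMP9, also when adjusted over the list alone (median 1.91, camera adjusted p = 1.28e-05, or 0.102 with an estimated correlation). Of 7 hypertrophic chondrocyte markers, 3 were lower and 1 was higher, with the same counts when adjusted over the list alone (median -0.56, camera adjusted p = 0.392, or 0.64 with an estimated correlation). That median was 0.292 without replicate 1 of P3 E3/BMP9 and 0.311 without the libraries whose cell line entry names the other clone. Among 20 genes of fibrous connective tissue, 12 were higher and 4 lower, again with the same counts when adjusted over the list alone (median 0.62, camera adjusted p = 0.0113, or 0.185 with an estimated correlation). Markers of other tissues also moved. Glia and neuron markers were lower in P3 D8/BMP9 in 7 of 8 genes and higher in 1 (median -1.92, camera adjusted p = 0.000623, or 0.113 with an estimated correlation), smooth and skeletal muscle markers were higher in 3 of 4 (median 1.09, camera adjusted p = 0.0208, or 0.169 with an estimated correlation) and keratinocyte and epithelial markers in 2 of 2 (median 2.27, camera adjusted p = 0.0135, or 0.169 with an estimated correlation), with the same counts when adjusted over each list alone. The glia and neuron list and the 4 lists that follow were moreover chosen after members had been seen in that table. Of cytosolic ribosomal proteins, 49 of 53 genes were lower in P3 D8/BMP9 (50 when adjusted over the list alone, median -1.23, camera adjusted p = 2.56e-23, or 0.241 with an estimated correlation), as were 17 of 21 ATF4 target genes of the amino acid stress response (17 when adjusted over the list alone, median -0.9998, camera adjusted p = 1.28e-05, or 0.39 with an estimated correlation). Splicing regulators with detained introns went the other way, 15 of 19 being higher and 1 lower (the same when adjusted over the list alone, median 1.63, camera adjusted p = 2.14e-05, or 0.169 with an estimated correlation). Most of the splicing regulators, 17 of the 19, have several transcript entries. Of 14 chemokine, complement and NF-kB genes, 8 were higher and 1 lower (the same when adjusted over the list alone, median 0.9964, camera adjusted p = 0.000156, or 0.169 with an estimated correlation), among them *Ccl2* (log_2_FC 3.75) and *C3* (log_2_FC 3.34). With the correlation estimated from the 6 libraries no list passed camera.

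**Figure D1:**
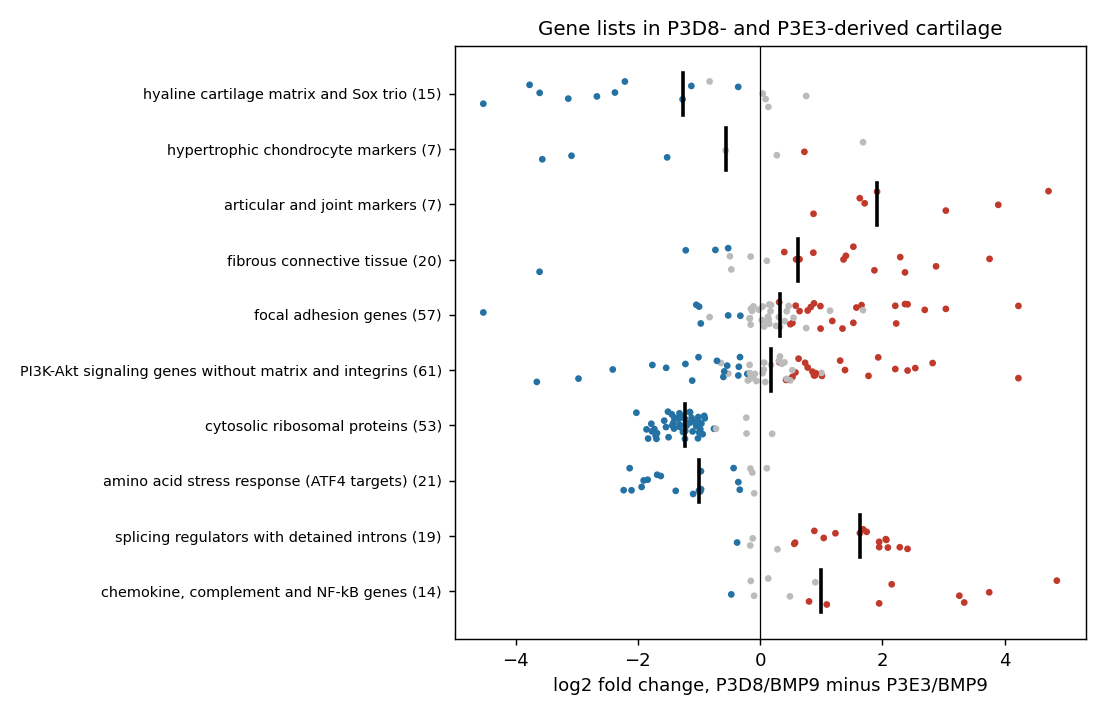
Each point is the log_2_FC of 1 gene between P3 D8/BMP9 and P3 E3/BMP9 cartilage (x axis), for 10 gene lists (y axis, number of genes tested in parentheses); red and blue points have an adjusted p under 0.05, gray points do not, and black bars are medians. Ribosomal protein genes lie around a median of -1.23 and articular and joint markers around 1.91.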

A direct comparison between the complete P3*^E3^* and P3*^D8^* cartilage datasets identified 717 DE transcripts (log_2_FC≥|1.5| and FDR *P*-value<0.05) that included 462 DE genes upregulated in P3*^D8^* cartilage and 255 DE genes upregulated in P3*^E3^* cartilage (Fig. 3C; Table S2). Screening the DE genes with a cartilage-specific gene list (Yu et al., 2022) identified 13 upregulated genes in P3*^E3^*-derived cartilage (*Mmp13*, *Ror2*, *Bmp6*, *Frzb*, *Nog*, *Col11a1*, *Sost*, *Gdf5*, *Epyc*, *Clec3a*, *Ihh*, *Mia* and *Col9a2*) and 16 upregulated genes in P3*^D8^*-derived cartilage (*Msx2*, *Cilp*, *Scx*, *Bmp1*, *Prrx1*, *Egfr*, *Ereg*, *Bmp2*, *Adamts12*, *Dcn*, *Osr1*, *Smad3*, *Enpp2*, *Trps1*, *Itgb8* and *Sfrp2*). 

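Among the 13 cartilage genes named for P3 E3-derived cartilage, 11 had a log_2_FC of -1.5 or lower and an adjusted p under 0.05 from limma. *Col9a2* had 3117 ± 1484 normalized counts (SD, n = 3) in P3 E3/BMP9 and 124 ± 6.9 (SD, n = 3) in P3 D8/BMP9, a log_2_FC of -4.53 (standard error 0.28, adjusted p = 1.34e-06). *Clec3a* had 8168 ± 4176 and 876 ± 259 (SD, n = 3 each), and *Frzb*, which encodes a Wnt antagonist, had 18849 ± 2942 and 5129 ± 211 (SD, n = 3 each). *Epyc*, *Mia*, *Nog*, *Sost* and *Col11a1* had log_2_FC values of -2.37, -3.61, -2.02, -2.33 and -2.21. For *Bmp6*, 1 P3 E3 library overlapped with the P3 D8 range, and the log_2_FC of -1.51 had an adjusted p of 0.0547. Without replicate 3 of P3 E3/BMP9 the log_2_FC of *Bmp6* was -2.25 (adjusted p = 0.000654), and without replicate 3 of P3 D8/BMP9 it was -1.81 (adjusted p = 0.0497). Without any other 1 library it lay between -1.55 and -0.907 and did not pass. *Gdf5* was under the minimum of 10 and was not tested, with 10.4 ± 7.3 in P3 E3/BMP9 and 1.80 ± 1.10 in P3 D8/BMP9 (SD, n = 3 each).

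All 15 of the 16 genes named for P3 D8-derived cartilage that could be tested were higher in P3 D8/BMP9 at an adjusted p under 0.05, and 12 of them also reached a log_2_FC of 1.5. *Msx2* had 57.1 ± 2.4 normalized counts (SD, n = 3) in P3 D8/BMP9 and was counted in 1 of the 3 P3 E3/BMP9 libraries, at 1.65, so that its log_2_FC of 5.39 depends on the pseudocount. *Scx*, *Adamts12*, *Bmp2* and *Ereg* had log_2_FC values of 3.01, 2.45, 2.43 and 2.54. The most counted transcripts of *Dcn* (1.40), *Prrx1* (1.36) and *Egfr* (0.88) had smaller log_2_FC values. For *Dcn* and *Prrx1* a less counted transcript was called (2.20 and 2.63), so that 14 of the 16 genes had a called transcript, and the transcript of *Egfr* that the authors called had a mean of 2.96 and was not tested. *Itgb8* (1.66) fell to 1.248 without replicate 2 of P3 E3/BMP9, and *Trps1* (1.62) to 1.34 without replicate 2 of P3 D8/BMP9. Without the libraries whose cell line entry names the other clone, their adjusted p values were 0.0504 for *Itgb8* and 0.0595 for *Trps1*. *Smad3* had a log_2_FC of 1.75, which was 1.45 without replicate 2 of P3 D8/BMP9. *Bmp1*, with 11 transcript entries, reached 7.84 ± 2.69 in P3 D8/BMP9 (SD, n = 3) and was not tested. These genes were selected by the study from the same libraries, so their direction is not independent evidence.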

Notably, three genes differentially upregulated in P3*^E3^*-derived cartilage (*Ihh*, *Mmp13* and *Ror2*) are known to be specific for hypertrophic chondrocytes (Rim et al., 2020; St-Jacques et al., 1999; Thorup et al., 2020), which supports the conclusion based on histological and immunohistochemical studies that P3*^E3^*-derived cartilage is hypertrophic. Similarly, four upregulated genes in P3*^D8^*-derived cartilage are associated with AC/joint formation (*Cilp*, *Osr1*, *Sfrp2* and *Enpp2*), which supports the conclusion that P3*^D8^*-derived cartilage is articular (Gao et al., 2011; Leimeister et al., 1998; Lorenzo et al., 1998; Ozpolat et al., 2012).

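*Ihh* lies on chromosome 1 from 74945315 to 74951672 (mm10) and was counted at 359, 145 and 26.6 normalized counts in the 3 P3 E3/BMP9 libraries and at 9.43 ± 5.55 (SD, n = 3) in P3 D8/BMP9. The log_2_FC was -3.56 (standard error 0.77, adjusted p = 0.00367 from limma), and no P3 D8 library reached the lowest P3 E3 library. Leaving out 1 library at a time moved the log_2_FC of *Ihh* between -2.73, without replicate 1 of P3 E3/BMP9, and -4.58, without its replicate 3. *Mmp13* (chromosome 9, 7272514 to 7283333) had 1216 ± 438 normalized counts in P3 E3/BMP9 and 408 ± 51.4 in P3 D8/BMP9 (SD, n = 3 each), a log_2_FC of -1.52 (standard error 0.21, adjusted p = 0.000253). This lies close to the fold threshold, and it was -1.245, -1.445 and -1.497 without replicate 1 of P3 E3/BMP9, replicate 2 of P3 D8/BMP9 and replicate 3 of P3 D8/BMP9, with an adjusted p of at most 0.00204. *Ror2* (chromosome 13, 53109317 to 53286124) had 1127 ± 75.4 and 359 ± 16.8 (SD, n = 3 each), a log_2_FC of -1.65 (standard error 0.08, adjusted p = 5.33e-07). *Col10a1*, which encodes the collagen of hypertrophic cartilage and lies on chromosome 10 from 34389981 to 34397085, was abundant in both. It was counted at 28246, 12873 and 2233 in the P3 E3/BMP9 libraries and at 6818 ± 3034 (SD, n = 3) in P3 D8/BMP9. The spread within P3 E3/BMP9 exceeded the difference between the lines, and the log_2_FC of -0.56 had a standard error of 0.74 (adjusted p = 0.561). The outcome for *Col10a1* depends on single P3 E3/BMP9 libraries, with a log_2_FC of -1.59 (adjusted p = 0.00445) without replicate 3 and of 0.237 (adjusted p = 0.794) without replicate 1. In the 6 monolayer libraries *Col10a1* was listed at 0 in 5 and at 1.21 in 1. *Mmp13* was already counted in P3 D8 monolayer at 53.1 ± 35.6, against 5.99 ± 3.08 in P3 E3 monolayer (SD, n = 3 each).

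**Figure D2:**
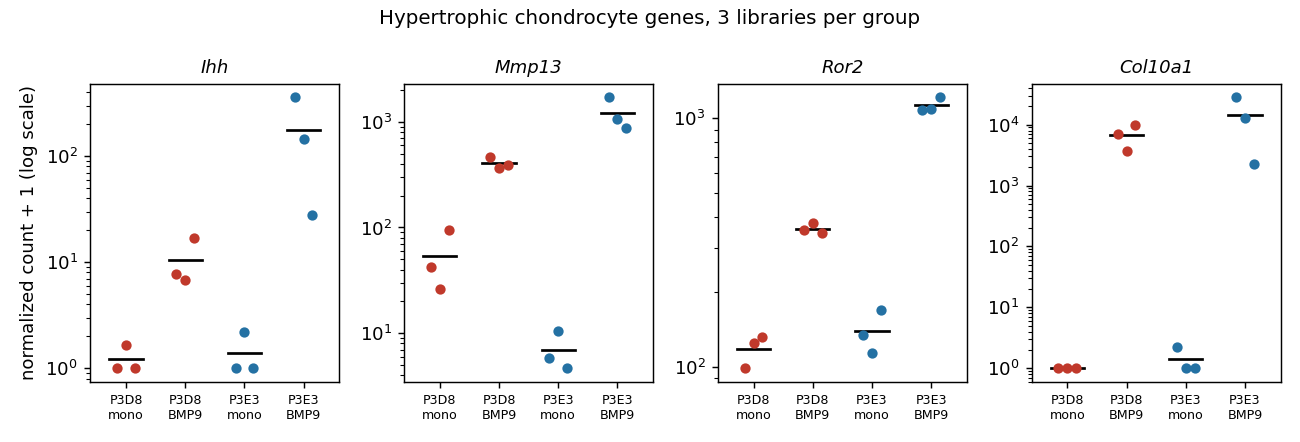
Normalized count + 1 on a log axis (y) in the 3 libraries of each group (points) with the group mean (bar), for P3 D8 (red) and P3 E3 (blue) cells in monolayer and as BMP9 cartilage (x). *Ihh*, *Mmp13* and *Ror2* are higher in P3 E3/BMP9, while the *Col10a1* values of the lines overlap.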

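*Cilp*, which encodes cartilage intermediate layer protein, lies on chromosome 9 from 65265180 to 65280614 (mm10). It had 1845 ± 60.1 normalized counts (SD, n = 3) in P3 D8/BMP9 and 123 ± 9.5 (SD, n = 3) in P3 E3/BMP9, a log_2_FC of 3.90 (standard error 0.09, adjusted p = 4.35e-09 from limma). It was at most 0.652 in every monolayer library, so the transcript appeared in the cartilage cultures of both lines. Its paralog *Cilp2* (chromosome 8, 69880366 to 69887392) had 476 ± 56.6 and 17.7 ± 5.8 (SD, n = 3 each). *Enpp2* (chromosome 15, 54838901 to 54952789) had 437 ± 101 in P3 D8/BMP9 and 131 ± 16.1 in P3 E3/BMP9 (SD, n = 3 each; log_2_FC 1.71, adjusted p = 2.16e-05). The value is that of 1 of its 15 transcript entries. *Sfrp2* (chromosome 3, 83765750 to 83774314) had 89.3 ± 9.9 and 29.9 ± 14.0 (SD, n = 3 each; log_2_FC 1.63, adjusted p = 0.00101) and was listed at 0 in all 6 monolayer libraries. Without replicate 3 of P3 E3/BMP9 its log_2_FC was 1.42 (adjusted p = 0.00116), and without replicate 2 it was 1.497, just short of the fold threshold. *Osr1* (chromosome 12, 9574442 to 9581500) had 34.2 ± 4.7 and 8.48 ± 2.38 (SD, n = 3 each; log_2_FC 1.91, adjusted p = 0.000394). Unlike the other 3 genes it was higher in monolayer, at 876 ± 57.9 in P3 D8 and 294 ± 20.8 in P3 E3 (SD, n = 3 each), and fell by 4.65 and 4.98 on the log_2_ scale from monolayer to cartilage. The paper reads the upregulation of *Ihh*, *Mmp13* and *Ror2* in P3 E3-derived cartilage as support for its conclusion that this cartilage is hypertrophic. It reads that of *Cilp*, *Osr1*, *Sfrp2* and *Enpp2* in P3 D8-derived cartilage as support for an articular identity. For both lines the paper also draws these conclusions from histology and immunohistochemistry.

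**Figure D3:**
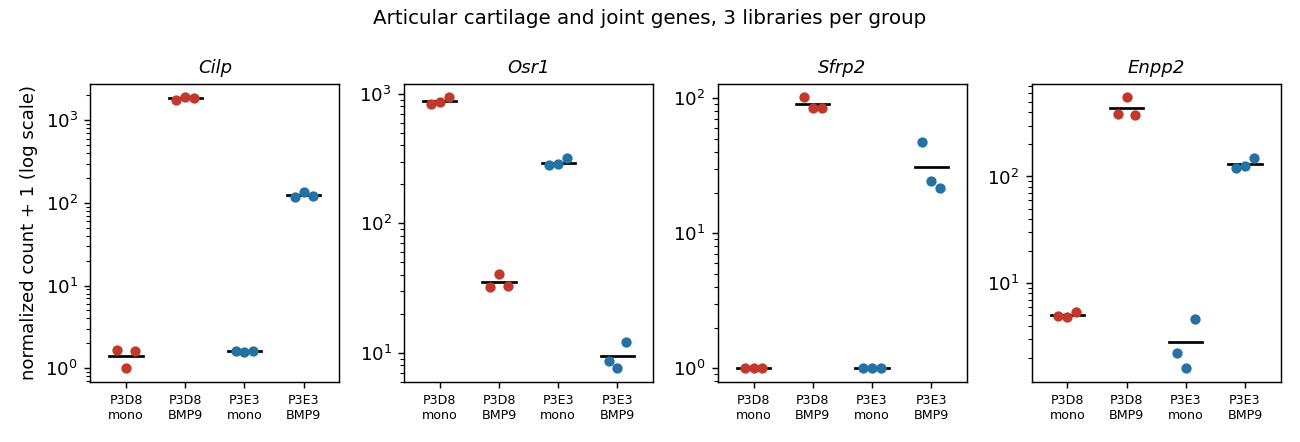
Normalized count + 1 on a log axis (y) in the 3 libraries of each group (points) with the group mean (bar), for P3 D8 (red) and P3 E3 (blue) cells in monolayer and as BMP9 cartilage (x). *Cilp*, *Sfrp2* and *Enpp2* rise from monolayer to cartilage and *Osr1* falls, and all 4 are higher in P3 D8/BMP9 than in P3 E3/BMP9.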

Screening the datasets of DE genes with a database of known transcription factors (Lambert et al., 2018) identified candidates associated with the differentiation of these two subpopulations of chondrocytes. The dataset of genes upregulated in P3*^E3^*-derived cartilage identified eight known transcription factors (*Plagl1*, *Vax2*, *Nfe2l3*, *Sox8*, *Alx3*, *Atf3*, *Batf3* and *Foxd1*), whereas the dataset of P3*^D8^*-derived cartilage identified 32 transcription factors (*Msx2*, *Cxxc4*, *Dmrta1*, *Sox21*, *Rbpj*, *Nrf1*, *Hsf2*, *Scx*, *Zic2*, *Pogk*, *Mbd4*, *Mnt*, *Prrx1*, *Bcl6*, *Zbed6*, *Rel*, *Foxs1*, *Zkscan3*, *Osr1*, *Smad3*, *Vezf1*, *Zbtb5*, *Mafb*, *Bcl6b*, *Setbp1*, *Foxf1*, *Hoxd10*, *Trps1*, *Kdm2a*, *Stat6*, *Jun* and *Bhlhe22*)*.* Notable among the P3*^D8^*-associated genes are genes expressed during limb development (*Msx2*, *Prrx1*, *Osr1* and *Hoxd10*), genes linked to TGFβ (*Smad3*) and Notch (*Rbpj*) signaling, and genes known to be involved in the regeneration of other organ systems, e.g. lung (*Foxf1*) (Bolte et al., 2017) and heart (*Nrf1*) (Cui et al., 2021). 

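Of the 8 transcription factors named for P3 E3-derived cartilage, 7 were tested and all 7 were lower in P3 D8/BMP9 at an adjusted p under 0.05 (7 when adjusted over the list alone). *Sox8* had 2039 ± 109 normalized counts (SD, n = 3) in P3 E3/BMP9 and 214 ± 38.3 (SD, n = 3) in P3 D8/BMP9, a log_2_FC of -3.26 (standard error 0.13, adjusted p = 1.41e-07 from limma). *Nfe2l3*, *Atf3* and *Foxd1* had log_2_FC values of -3.13, -2.23 and -1.54. *Batf3* had a log_2_FC of -1.37 (adjusted p = 0.0356), and its adjusted p rose above 0.05 when replicate 1 or replicate 2 of either cartilage was left out. Without replicate 3 of P3 E3/BMP9 it was -1.86 (adjusted p = 0.00255). *Vax2* was counted at 5.26 ± 2.57 in P3 E3/BMP9 and listed at 0 in P3 D8/BMP9, too low to be tested. Of the 32 factors named for P3 D8-derived cartilage, 22 were tested and 21 were higher in P3 D8/BMP9 (22 when adjusted over the list alone), 20 of them with a log_2_FC of at least 1.5. *Foxf1* had 606 ± 33.6 and 189 ± 20.6 (SD, n = 3 each; log_2_FC 1.68, adjusted p = 1.77e-06) and *Bhlhe22* 295 ± 34.8 and 101 ± 4.5 (SD, n = 3 each; log_2_FC 1.53). *Rbpj* had a log_2_FC of 3.72. The *Rbpj* value is that of 1 of 9 transcript entries, at 42.7 ± 9.0 and 3.44 ± 3.45 (SD, n = 3 each). The most counted transcript of *Kdm2a* did not pass (log_2_FC 0.70, adjusted p = 0.0520), and the authors did not call it either. They called a less counted transcript of *Kdm2a* (their log_2_FC 1.58, mean 10.49 over the 6 libraries), which was not called here. Leaving out 1 library took the log_2_FC of *Foxd1*, *Hoxd10*, *Stat6*, *Jun* and *Bhlhe22* below 1.5 in size, to -1.247, 1.45, 1.09, 1.46 and 1.45 at the lowest, for *Foxd1* without replicate 2 of P3 D8/BMP9 (and -1.38 without replicate 1 of P3 E3/BMP9), for *Hoxd10* and *Jun* without replicate 3 of P3 E3/BMP9, for *Stat6* without replicate 2 of P3 E3/BMP9 and for *Bhlhe22* without replicate 3 of P3 D8/BMP9. The remaining 10, among them *Nrf1*, *Hsf2*, *Mnt* and *Zkscan3*, had a mean under 10 normalized counts over the 6 libraries. *Sox9* was abundant in both, at 3869 ± 81.0 in P3 D8/BMP9 and 4962 ± 212 in P3 E3/BMP9 (SD, n = 3 each; log_2_FC -0.36, adjusted p = 0.00211). The factors named for either line were chosen on these libraries, so the counts are not independent evidence.

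**Figure D4:**
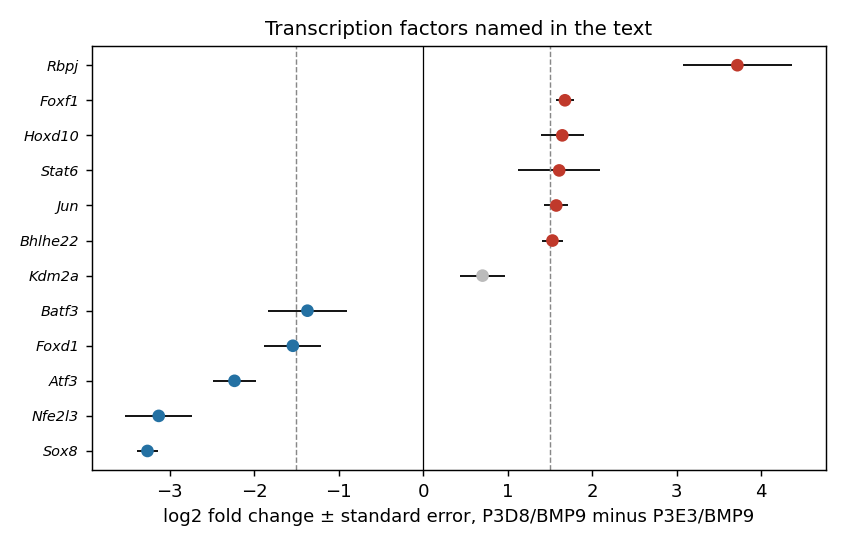
The log_2_FC between P3 D8/BMP9 and P3 E3/BMP9 (x axis, bars are standard errors from limma, n = 3 libraries per group) of tested transcription factors named in the text (y axis), not of all that were tested. Red and blue points have an adjusted p under 0.05, the gray point (*Kdm2a*) does not, and dashed lines mark a log_2_FC of 1.5 in either direction.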

To identify global genetic changes, we carried out a KEGG pathway enrichment analysis using the DAVID Functional Annotation Tool (https://david-d.ncifcrf.gov/home.jsp) on genes differentially expressed by P3*^E3^*- and P3*^D8^*-derived cartilage. No pathways were identified in the P3*^E3^*-derived cartilage dataset and two pathways (focal adhesion and PI3K-Akt signaling) were identified in the P3*^D8^* dataset. 

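The KEGG gene sets were not at hand, so both pathways were represented by lists written from general knowledge. Of 162 listed focal adhesion genes 57 were tested, and of 168 listed PI3K-Akt genes 61 were. Of 57 tested focal adhesion genes, 22 were higher and 6 lower in P3 D8/BMP9 at an adjusted p under 0.05 (22 and 6 when adjusted over the list alone), with 10 of the 22 at a log_2_FC of at least 1.5. The median log_2_FC was 0.33, and camera with a preset correlation of 0.01 gave an adjusted p of 0.000606. With an estimated correlation that p was 0.169. Of 61 tested PI3K-Akt signaling genes outside matrix proteins and integrins, 21 were higher and 16 lower (22 and 16 when adjusted over the list alone). Their median was 0.18 and the adjusted p from camera was 0.387, or 0.622 with an estimated correlation. With a log_2_FC of at least 1.5 in size, 7 were higher and 5 lower. Over all 5462 transcripts tested, 1173 were higher and 1521 lower with no fold threshold. The paper's enrichment used its called genes, which pass the fold threshold, so it does not rest on the same counts. The PI3K-Akt list also leaves out matrix proteins and integrins. It covers only a part of the pathway, so its result cannot decide on the paper's enrichment. The study's own table of differential expression for these libraries, read before the lists were written, holds 10 of the 22 higher and 1 of the 6 lower focal adhesion genes, so this list is not independent evidence. In the monolayer cultures, without BMP2 or BMP9, 25 of 56 tested focal adhesion genes were already higher in P3 D8 than in P3 E3 cells and 3 were lower (median 0.26).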

The focal adhesion pathway is related to mechanotransduction between cells and the ECM and there is considerable evidence that physical force influences cartilage regeneration (Huang et al., 2018). The PI3K-Akt signaling pathway has been linked to chondrocyte differentiation of stem cells (Klampfleuthner et al., 2022) and is also implicated in cartilage degeneration associated with osteoarthritis (Sun et al., 2020).

### Organized AC differentiates from P3*^D8^* clonal cell cultures

For P3*^D8^* clonal cells, cartilage maturation in cultures was assessed using the BMP2-SA^4d^→BMP9 protocol for a total culture period of 44 days (BMP2-SA^4d^→BMP9^40d^). The resulting tissue displayed distinct external cartilage characteristics that included a firm structure and a glossy blue-white appearance (Fig. 4A). When analyzed histologically (*n*=6), the tissue was clearly cartilaginous and displayed a distinct organization that was evident in Mallory's trichrome- and Safranin O/Fast Green-stained sections (Fig. 4B,D). Compared with the 14-day samples, the size of the regenerated cartilage and the general organization of chondrocytes was similar (compare Fig. 4D with Fig. 2I), although the 14-day samples appeared to be immature. Mallory's trichrome staining identified a central core of small chondrocytes that transitioned to larger peripheral chondrocytes (Fig. 4B,C), whereas Safranin O/Fast Green staining identified a gradient of glycosaminoglycan production that was high centrally and low peripherally (Fig. 4D,E). An analysis of adjacent sections stained for Safranin O/Fast Green and Mallory's trichrome identified a concentric organization with small chondrocytes/high glycosaminoglycan production in the center, surrounded by a ring of larger chondrocytes/high glycosaminoglycan production, and a peripheral ring of large chondrocytes/lower glycosaminoglycan production. Thus, the differentiated P3*^D8^* cartilage was organized into concentric layers of chondrocytes displaying a gradient of increasing chondrocyte size and glycosaminoglycan production. This organization was reminiscent of the middle and deep zone cell layers of AC (Fig. S1A), where the smaller chondrocytes of the middle zone graded into the larger chondrocytes of the deep zone. In the case of *in vitro*-regenerated cartilage, the smaller central chondrocytes appeared similar to those of the middle zone and graded into the larger peripheral chondrocytes that were similar to those of the deep zone. Immunostaining studies also supported this conclusion (*n*=3). Cilp-immunopositive cells were abundant in the central core of regenerated chondrocytes, corresponding to middle zone chondrocytes *in vivo*, and Acan-immunopositive cells were the most abundant in the larger peripheral chondrocytes, which correspond to deep zone chondrocytes *in vivo*. (Fig. 4F,G; Fig. S3A-C). Sox9-expressing cells were scattered throughout the regenerated cartilage (Fig. 4H), although not all chondrocytes were immunopositive as they were *in vivo* (Fig. S1C). ColX- and ColI-immunopositive cells were absent in the regenerated cartilage (Fig. 4I,J). The similarity to *in situ* AC did not involve cells of the superficial zone as Prg4-expressing cells were found scattered throughout the cartilage (Fig. 4K; Fig. S3D), and the most peripheral layer of regenerated tissue was non-chondrogenic (see below). Overall, the histological and immunohistochemical analyses suggested that P3*^D8^* clonal cells are induced to regenerate articular chondrocytes of the top three AC zones with the Cilp^+^-middle- and Acan^+^-deep-zone chondrocytes displaying a concentric layered organization. These differentiation studies identify P3*^D8^* cells as a clonal line of articular chondrocyte progenitor cells.

**Fig. 4.**
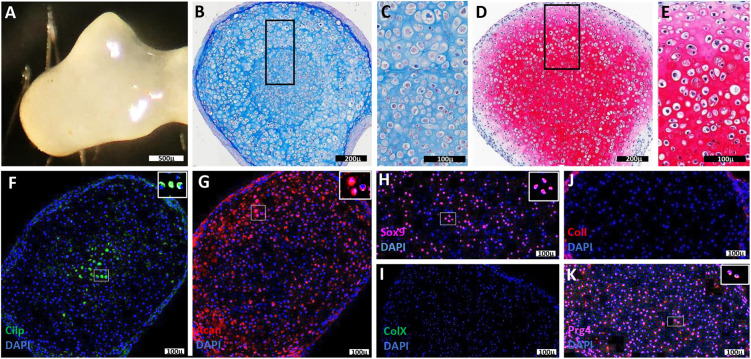
**Maturation of P3*^D8^*-regenerated articular cartilage.** (A) External appearance of cartilage regenerated from P3*^D8^* cells by the BMP2-SA^4d^→BMP9^40d^ protocol (*n*=3). (B) Malory's trichrome staining of P3*^D8^*-regenerated cartilage showing small chondrocytes organized centrally surrounded by larger chondrocytes (*n*=3). (C) Higher magnification of the box indicated in B showing the transition from small to large chondrocytes. (D) Safranin O/Fast Green staining of P3*^D8^*-regenerated cartilage showing differential production of the glycosaminoglycan-rich matrix that is high centrally and low peripherally (*n*=3). (E) Higher magnification of the box indicated in D showing the transition in Safranin O/Fast Green staining. (F) Immunohistochemical staining for Cilp showing positive cells (inset) localized to the central region of the regenerated cartilage. (G) Immunohistochemical staining for Acan showing positive cells (inset) localized to peripheral regions of the regenerated cartilage. (H) Immunohistochemical staining for Sox9 showing positive cells (inset) scattered throughout the regenerated cartilage. (I) Immunohistochemical staining for ColX showing the absence of positive cells in the regenerated cartilage. (J) Immunohistochemical staining for ColI showing the absence of positive cells in the regenerated cartilage. (K) Immunohistochemical staining for Prg4 showing positive cells (inset) scattered throughout the regenerated cartilage. All antibody studies: *n*=3. Scale bars: 500 µm (A); 200 µm (B,D); 100 µm (C,E-K).

### AC regeneration includes a program to restore regenerative potential

P3*^D8^* cells represent an articular chondroprogenitor cell line based on their ability to differentiate into articular chondrocytes by the BMP2-SA^4d^→BMP9^40d^ protocol. Interestingly, although some P3*^D8^* cells differentiated into articular chondrocytes, the cells on the periphery differentiated into a non-chondrogenic fibrous tissue layer (*n*>6) that completely encapsulated the cartilage (Fig. 5A,B). Cells in this layer were positive for ColI (Fig. 5E) and negative for Sox9 (Fig. 5C), although some cells were also positive for Prg4 (Fig. 5D). As the P3*^D8^* line is clonally derived, it is interesting that these cells respond to chondrogenic differentiation medium (basal medium+BMP9) by forming two distinct tissue types; thus, the P3*^D8^*-regenerated cartilage is a clonally derived composite tissue.

**Fig. 5.**
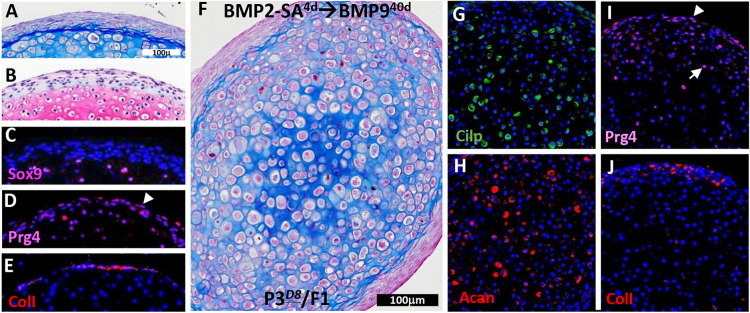
**The encapsulating fibrous tissue layer contains articular cartilage progenitor cells.** (A,B) High-magnification image of the fibrous tissue layer surrounding regenerated cartilage from P3*^D8^* cells by the BMP2-SA^4d^→BMP9^40d^ protocol shown in Fig. 4B,D identified by Mallory's trichrome (A) and Safranin O/Fast Green staining (B) (*n*>6). (C-E) The cells of the fibrous layer were negative for Sox9 (C) and positive for Prg4 (D, arrowhead) and Col1 (E). (F) When cells from the differentiated fibrous layer were isolated (P3*^D8^*/F1) and tested for cartilage regeneration using the BMP2-SA^4d^→BMP9^40d^ protocol, a response similar to P3*^D8^* cells was observed (*n*=4). (G,H) P3*^D8^*/F1-regenerated cartilage contained cells immunopositive for Cilp (G) and Acan (H) expression. (I,J) P3*^D8^*/F1-regenerated tissue contained cells immunopositive for Prg4 (I) in the regenerated cartilage (arrow) and fibrous layer (arrowhead), and ColI (J) was expressed in the fibrous layer. All antibody studies: *n*=3. Scale bars: 100 µm (A, applies for B-E,G-J); 100 µm (F).

The fibrous layer is histologically distinct from the underlying cartilage and similar to the stromal tissue layer associated with the neonatal knee (Fig. S1B) known to contain chondrogenic progenitor cells (Tong et al., 2019). To determine whether articular chondrocyte progenitor cells are present in this fibrous layer, BMP9-regenerated AC (BMP2-SA^4d^→BMP9^32d^) was briefly treated with trypsin (2 min) to isolate cells for expansion in monolayer culture. This dissociation procedure removed the majority of the fibrous layer without dissociating the underlying cartilage (Fig. S4A,B). The isolated cells (P3*^D8^*/F1) in monolayer culture had a cell morphology similar to that of P3*^D8^* clonal cells (Fig. S4C,D) and displayed a similar passage time in culture. Following differentiation using the BMP2-SA^4d^→BMP9^14d^ protocol, P3*^D8^*/F1 cells displayed a chondrogenic response identical to that of P3*^D8^* cells (Fig. S4E). AC maturation of P3*^D8^*/F1 cells was analyzed in extended cultures (BMP2-SA^4d^→BMP9^40d^) and histological analysis (*n*=4) identified central chondrocytes with enhanced collagen production relative to that of peripheral chondrocytes, and the differentiation of an encapsulating fibrous layer (Fig. 5F). Immunohistochemical analysis (*n*=3) identified chondrocytes expressing Cilp and Acan (Fig. 5G,H). Prg4-positive chondrocytes were observed scattered within the regenerated cartilage and also in the fibrous layer (Fig. 5I). ColI-expressing cells were restricted to the fibrous tissue layer (Fig. 5J). These studies indicate that the P3*^D8^*/F1 cells of the fibrous layer contain articular chondroprogenitor cells with characteristics identical to those of P3*^D8^* clonal cells. To confirm this conclusion, fibrous layer cells from P3*^D8^*/F1-regenerated AC were isolated (P3*^D8^*/F2), expanded and tested for chondrogenic potential. Using the BMP2-SA^4d^→BMP9^14d^ protocol (*n*=3), P3*^D8^*/F2 cells were found to display a chondrogenic response similar to that of P3*^D8^* and P3*^D8^*/F1 cells (Fig. S4F). These results demonstrate that articular chondroprogenitor cells are sequestered into an encapsulating fibrous tissue layer during BMP2-SA^4d^→BMP9^40d^-induced regeneration of AC.

### *In vivo* maintenance and stability of *in vitro*-differentiated AC

To determine the *in vivo* stability of P3*^D8^*-regenerated AC using the BMP2-SA^4d^→BMP9^40d^ protocol, we transplanted cartilage into an acute metatarsal-phalangeal (MtP) joint defect. The central region of AC plus subchondral bone was removed from the phalangeal side of the joint and *in vitro*-regenerated AC tissue was immediately implanted into the defect as described (Yu et al., 2022). Immunodeficient SCID-NOD mice were used as hosts to minimize graft rejection. The P3*^D8^* clonal line was derived from the *lacZ*^+^ P3 cell line (Wu et al., 2013), allowing for the identification of engrafted cells by immunohistochemical staining for β-galactosidase (β-gal). The cartilage tissue was structurally firm and resilient to pressure when cutting and handling in preparation for transplantation. In preliminary studies, cartilage tissues generated using a BMP2-SA^4d^→BMP9^14d^ or BMP2-SA^4d^→BMP9^26d^ protocol failed to maintain AC characteristics following engraftment. After a 90-day implantation period, host joints were collected and processed for histological and immunohistochemical analyses. Previously we determined that control non-chondrogenic implants failed to survive transplantation, whereas all implants of P3-derived hyaline cartilage retained hyaline characteristics but did not develop AC characteristics (Yu et al., 2022). Thus, it was important to determine whether implants maintained AC characteristics. A total of 12 experimental joints containing BMP2-SA^4d^→BMP9^40d^-differentiated AC from P3*^D8^* clonal cells were analyzed and all implants survived the 90-day implantation period. Safranin O/Fast Green staining showed that the joint defect was filled with cartilaginous tissue rich in glycosaminoglycans in all 12 samples (Fig. 6A). The boundary between implanted cartilage and surrounding host tissues was apparent in Safranin O/Fast Green-stained sections, but less apparent in Mallory's trichrome-stained sections (Fig. 6B). Immunostaining (*n*=3) for β-gal demonstrated survival of implanted P3*^D8^* cells (Fig. 6C) and verified the graft/host boundary that was apparent in histological sections. Almost all engrafted chondrocytes expressed Sox9 (Fig. 6D), indicating an enhanced level of expression compared with that in the engrafted tissue and similar to that of maturing AC (Fig. 4H; Fig. S1C). Double immunostaining for β-gal and Acan (Fig. 6C,E,F) demonstrated that implanted P3*^D8^* cells retained Acan expression established in culture. ColX was not expressed (Fig. 6G) and there were a few cells in the periphery of the graft region that were positive for ColI (Fig. 6H). The β-gal-positive engrafted cells did not retain expression of Prg4 (Fig. 6I) or Cilp (Fig. 6J), thus not all articular chondrocyte marker proteins are retained after engraftment. Although Prg4 is normally expressed on the digit joint surface (Fig. 6I, arrow), whereas Cilp is not. These results indicate that following surgical transplantation, AC differentiated from P3*^D8^* clonal cells survived, retained some articular chondrocyte characteristics (Sox9 and Acan expression), and did not differentiate into hypertrophic cartilage (ColX expression) or fibrocartilage (ColI expression).

**Fig. 6.**
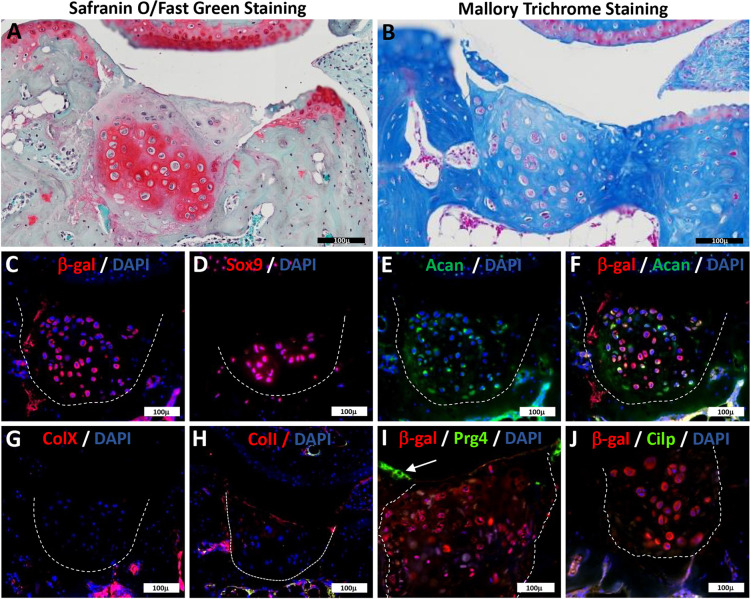
**Implantation of P3*^D8^*-derived articular cartilage into an acute joint defect.** P3*^D8^* cells differentiated into AC using the BMP2-SA^4d^→BMP9^40d^ protocol were implanted into a surgically created MtP joint defect and analyzed after 90 days (*n*=12). (A,B) Histological assessment included staining with Safranin O/Fast Green to identify production of glycosaminoglycan (A) and Mallory's trichrome to assess cartilage phenotype and production of collagens (B). (C-H) Adjacent serial sections of a single sample. (C,E,F) Double immunostaining for β-gal (C) and Acan (E) identified cells engrafted in the tissue co-expressing the lineage marker and the articular protein Acan (F). The images in C,E,F represent the same section. (C) Immunohistochemical staining for β-gal identified cells in the engrafted tissue. (D) Most engrafted cells expressed Sox9. (E) Engrafted cells retained expression of Acan. (F) Double immunostaining for β-gal (C) and Acan (E) identified engrafted cells co-expressing the lineage marker and the articular protein Acan. (G) Immunostaining for the hypertrophic chondrocyte marker ColX was negative. (H) Immunostaining for the fibrocartilage marker ColI was negative. (I) Double immunostaining for β-gal and Prg4 indicated that engrafted (β-gal^+^) cells did not retain expression of Prg4, whereas Prg4 expression (arrow) was prominent in the superficial layer of the host articular cartilage. (J) Double immunostaining for β-gal and Cilp indicated that engrafted (β-gal^+^) cells did not retain expression for Cilp. The dotted white lines in C-J indicate the interfaces of grafted cells and host tissues. All antibody studies: *n*=3. All scale bars: 100 µm.

## DISCUSSION

Damaged AC does not undergo a regenerative response *in vivo* but triggers a pathological response that leads to progressive tissue loss and impaired joint function. Although AC does not normally regenerate, AC regeneration occurs in conjunction with induced joint regeneration *in vivo* following sequential treatment of digit amputation wounds with BMP2 and BMP9 (Yu et al., 2019), and hyaline cartilage regeneration *in vitro* is induced using an organoid culture model of BMP9-treated digit fibroblasts (Yu et al., 2022). The chondrogenic response to BMP9 was used to identify clonal lines of digit fibroblasts that displayed chondrocyte-specific progenitor properties, and an articular chondrocyte-specific progenitor line was used to establish an organoid culture protocol to differentiate into AC. AC was identified based on numerous criteria, including: (1) external and histological appearance, (2) a layered organization of articular chondrocytes, (3) expression of AC zone-specific matrix proteins, (4) a comparative genome-wide transcriptome analysis with mature AC and (5) the absence of hypertrophic chondrocytes. Moreover, histological and some immunohistochemical characteristics of *in vitro*-regenerated AC were maintained after transplantation *in vivo*. A crucial component of this study is the discovery that induced differentiation of AC is coupled with the differentiation of an encapsulating fibrous connective tissue layer that contains articular chondrocyte-specific progenitor cells. The sequestration of progenitor cells during differentiation foreshadows future injury responses – an attribute selected for during evolution and indicative of an endogenous regenerative program. Other musculoskeletal tissues that display strong regenerative capabilities include muscle and bone, and, in both cases, the regenerative response involves cell differentiation coupled with the sequestration of progenitor cells available for future injury. During muscle regeneration, muscle stem cells (satellite cells) are sequestered and available for repeated rounds of muscle repair (reviewed by Baghdadi and Tajbakhsh, 2018). Amputation of the rodent digit tip represents a model for epimorphic bone regeneration involving multiple progenitor populations (reviewed by Storer and Miller, 2020) and regeneration following re-amputation provides evidence of progenitor sequestration during bone regeneration (Dolan et al., 2019, 2022). What makes induced AC regeneration unique is the fact that it is a non-regenerative tissue with a dormant regenerative program that remains silent following acute joint injury. We have demonstrated that this dormant program can be activated in progenitor cells (see below) and, following expansion, BMP2-enhanced SA and BMP9-induced chondrogenesis, culminates in the regeneration of AC. The characterization of this dormant regenerative program represents a novel interface between regeneration biology and regenerative medicine (Dolan et al., 2018).

One remarkable finding from these studies is that the regeneration protocol induces both the differentiation of articular chondrocytes and a non-chondrogenic connective tissue layer that encapsulates the AC. The connective tissue layer is well defined histologically and appears similar to the stromal layer that is associated with AC *in vivo* and known to contain chondroprogenitor cells (Tong et al., 2019). Likewise, enzymatic digestion of the encapsulating layer results in the release of cells identified as articular chondrocyte-specific progenitor cells based on induced regeneration of AC. The connective tissue layer is heterogeneous, with cells expressing ColI intermingled with cells immunopositive for Prg4. *Prg4* expression identifies articular chondrocyte progenitor cells during development (Decker et al., 2017; Kozhemyakina et al., 2015; Li et al., 2017) and is required for BMP9-stimulated joint regeneration *in vivo* (Yu et al., 2019), thus the presence of Prg4 expressing cells may be linked to progenitor cell availability in the regenerated connective tissue layer. The cells of this connective tissue layer appear to be quiescent and unresponsive to BMP9 as they are readily exposed to BMP9 present in the differentiation medium. After brief enzymatic dissociation, however, isolated cells (P3*^D8^*/F1) display P3*^D8^* progenitor characteristics: aggregation enhanced by BMP2, articular chondrocyte differentiation induced by BMP9, and the sequestration of progenitor cells within an encapsulating connective tissue layer. The transition of connective tissue fibroblast from quiescence to proliferation occurs following enzymatic dissociation and appears to represent an activation response that initiates the regeneration process. A similar cell activation associated with histolytic degradation of tissues following digit amputation (Dawson et al., 2016; Fernando et al., 2011) can be inferred based on the observation that BMP9-induced chondrogenesis requires amputation injury (Yu et al., 2019, 2022). Thus, the data support a model in which the enzymatic dissociation of cells *in vivo* or *in vitro* serves to activate progenitor cells by mediating their release from differentiated tissues to enable participation in a regenerative response.

Cell-based therapies to engineer AC have been investigated for almost 30 years, but their clinical effectiveness remains limited (Correa and Lietman, 2017; Medvedeva et al., 2018). Significant challenges include: (1) the identification of a cell source, (2) an efficient methodology for articular chondrocyte differentiation and (3) maintaining AC characteristics following transplantation *in vivo* (Brittberg et al., 1994; Correa and Lietman, 2017; Demoor et al., 2014; Medvedeva et al., 2018). These challenges are not trivial as the choice of cell source is linked to the differentiation protocol, and multiple cell sources for engineering AC have been identified. For example, differentiating AC from induced pluripotent stem cells or embryonic stem cells requires a protocol that mimics developmental chondrogenesis (Craft et al., 2015; reviewed by Nakayama et al., 2020), whereas differentiating cartilage from mesenchymal stem cells (Johnstone et al., 1998; Mackay et al., 1998) or skeletal stem cells (Chan et al., 2015) requires a direct differentiation protocol. Using a combination of these strategies, we have established an organoid culture model to mimic early stages of embryonic chondrogenesis (condensation), followed by BMP9 induction (Yu et al., 2022) to differentiate articular chondrocytes from an adult progenitor cell. First, fibroblasts represent an important cell type for successful regeneration of cartilage *in vivo*. Fibroblasts play a key role in controlling amphibian limb regeneration and can trans-differentiate into chondrocytes *in vivo* and *in vitro* in both amphibians and mammals (Kragl et al., 2009; Muneoka et al., 1986; Nacu et al., 2013; Yu et al., 2022). In mammals, culture conditions that promote fibroblast expansion while retaining regenerative competence and chondrogenic potency have been established (Jiang et al., 2002; Wu et al., 2013; Yu et al., 2022), and clonal chondroprogenitor lines can be derived and expanded using these culture conditions. Second, when digit-derived P3 fibroblasts are cultured in suspension, they self-aggregate and differentiate into hyaline cartilage when induced with BMP9 (Yu et al., 2022). The idea that SA of cultured cells mimics chondrogenic condensation is supported by the finding that BMP2 enhances SA as it does chondrogenic condensation during development (Giffin et al., 2019). This SA step is uniquely different from traditional engineering approaches (e.g. forced aggregation by centrifugation) as cells can self-organize prior to induced differentiation. The final phase of AC regeneration is BMP9-induced differentiation of cell aggregates. BMP9 is a potent inducer of chondrogenesis, and enhanced expression of chondrogenic genes occurs within 24 h of treatment (Morgan et al., 2020; Yu et al., 2019, 2022). The chondrogenic response induced by BMP9 is, however, dependent on the progenitor clone; the P3*^D8^* clone differentiates into AC, whereas the P3*^E3^* clone differentiates into hypertrophic cartilage. Differential expression analysis of cartilage induced by our protocol identified hypertrophic chondrocyte-specific genes upregulated in P3*^E3^* clonal cells (*Ihh*, *Mmp13* and *Ror2*) (Rim et al., 2020; St-Jacques et al., 1999; Thorup et al., 2020) and articular chondrocyte-specific genes upregulated in P3*^D8^* clonal cells (*Cilp*, *Enpp2*, *Osr1* and *Sfrp2*) (Bernardo et al., 2011; Gao et al., 2011; Leimeister et al., 1998; Lorenzo et al., 1998; Ozpolat et al., 2012). Overall, this organoid approach establishes a previously unreported protocol for induced cartilage regeneration and identifies chondrocyte-specific progenitor cell types as a crucial variable for determining the type of cartilage regenerated.

AC consists of chondrocytes arranged into layers that range from the small chondrocytes of the superficial zone to progressively larger chondrocytes of the middle and deep zones and to the hypertrophic chondrocytes of the calcified zone (Carballo et al., 2017). Cell lineage studies demonstrate that all layers of articular chondrocytes are derived developmentally from cells of the superficial zone (Decker et al., 2017; Kozhemyakina et al., 2015). There is evidence that layer-specific morphogenesis occurs by clonal expansion (Li et al., 2017) as well as by differential cell growth and rearrangements that are niche specific (Decker et al., 2017). The regenerative potential of P3*^D8^* clonal cells is restricted to articular chondrocytes of the superficial, middle and deep zones but not the calcified zone, suggesting a stable chondroprogenitor responsible for forming the upper zones during AC regeneration. It is intriguing that regenerated articular chondrocytes are organized into concentric layers with small chondrocytes that are similar to middle-zone chondrocytes and located central to large chondrocytes that are similar to deep-zone chondrocytes. However, a cell layer similar to the superficial zone does not form and cells expressing Prg4 are randomly scattered throughout the regenerated cartilage. As P3*^D8^* cells are clonally derived, the organization of articular chondrocytes into distinct layers during regeneration likely involves extrinsic factors that may provide insight into how articular chondrocytes are organized *in vivo*. One possibility is that the chondrocyte phenotype is influenced by a differential response to nutrient and/or oxygen availability within the avascular layers of AC that parallels a response observed during chondrogenesis *in vitro* (Anderson et al., 2018). Such physiological gradients could influence gene expression as well as chondrocyte enlargement, resulting in distinct size differences across the AC zones. Another possibility is that physical interactions that drive morphogenesis during embryogenesis, such as differential cell/matrix adhesion, may play a role in organizing articular chondrocytes into distinct zones during development and regeneration (Foty and Steinberg, 2013; Walma and Yamada, 2020).

AC progenitor cells are present in mature AC (Johnstone et al., 2020) but do not participate in *in situ* repair following acute injury. The availability of endogenous progenitor cells is indicative of an unrealized regenerative potential and the *in vitro* evidence indicates that a dormant regenerative response can be stimulated extrinsically by modification of the culture conditions. Reports of induced regeneration (1) by sequential treatment with BMP2 and BMP9 at digit amputations (Yu et al., 2019), (2) by co-treatment with BMP2 and a VEGF antagonist following acute AC injury (Murphy et al., 2020), or (3) by factors present in synovial fluid (Chau et al., 2022; Miura et al., 2020) provide evidence that AC regeneration *in situ* is possible. Together, these *in vitro* and *in vivo* studies represent encouraging support for the eventuality of stimulating AC regeneration *in situ* and point to the identification of endogenous articular chondrocyte progenitor cell types coupled with specific pro-regenerative modification of the healing environment as key steps toward clinical application.

## MATERIALS AND METHODS

### Animal studies

The NOD.CB17-*Prkdc^scid^*/J (SCID-NOD) mouse strain (*Mus musculus*), purchased from The Jackson Laboratory and bred in house at the Texas Institute of Genomic Medicine, was used as the host for tissue transplantation studies. The metatarsal-phalangeal (MtP) joint defect was surgically created in adult SCID-NOD mice as previously described (Yu et al., 2022). The MtP joint was contracted ventrally, and a longitudinal skin incision was made to expose the joint capsule. The proximal joint surface of the first phalangeal element (P1) was accessed via a dorsal incision of the joint capsule and an acute defect was created in the P1 joint surface at the central distal groove. The acute defect extended through the AC layer and subchondral bone into the P1 bone marrow. For tissue implantation, samples were prepared in advance to approximate the size of the MtP defect and maintained on ice. Histological analysis of unused samples validated the implanted cartilage phenotype. Implanted chondrogenic samples are hard and can be compressed to fit snugly into the acute wound site. The surface of the implant was aligned with the joint surface and straightening the digit maintained the position of the implant during healing. The joint capsule and the overlying skin were closed with 10-0 sutures (Ethicon). All animal experiments and techniques used were compliant with the standard operating procedures and approved by the Institutional Animal Care and Use Committees at the College of Veterinary Medicine and Biomedical Sciences at Texas A&M University.

### Clonal cell isolation and culture

β-galactosidase (*lacZ*)-expressing P3 (*lacZ^+^* P3) fibroblasts were cultured and expanded on fibronectin-coated dishes in mesenchymal stromal cell medium (Jiang et al., 2002) containing 2% FBS (Gibco) (basal medium) and supplemented with EGF (R&D Systems), PDGF (R&D Systems) and LIF (Millipore) (expansion medium) as described previously (Wu et al., 2013). Passage 9 *lacZ*^+^ P3 fibroblasts were used to generate clonal cell lines, and monolayer cultures were used to collect conditioned medium to aid in the cloning process. To generate single-cell-derived clones, P3 fibroblasts were serial diluted to a concentration of 5 cells/ml and 200 µl aliquots were plated into each well of a 96-well plate (08-772-2C, Thermo Fisher Scientific). Cells were cultured using a 1:1 mixture of expansion medium and conditioned medium. The wells that contained a single cell were identified visually, expanded and stored in liquid Nitrogen for future use. The single-cell-derived clones on 96-well plates were designated as clonal passage (C-passage) 0, and all experiments were carried out with cells less than C-passage 6. Studies to re-derive progenitor cells were carried out by enzymatic dissociation (0.25% trypsin, 2 min) of differentiated cartilage. Dissociated cells were filtered with a 100 µm cell strainer (Corning, 431752) and plated onto fibronectin-coated dishes in expansion medium. At 70-80% confluence, cells were either dissociated and frozen in liquid nitrogen or expanded for chondrogenesis studies. The remaining undigested cartilage tissue was fixed, sectioned and stained to determine the effects of the brief trypsin treatment.

### Differentiation assay

For chondrogenesis studies, all cells were grown in expansion medium and collected at 70-80% confluency. To assay differentiation of pellet cultures, cells (2.5×10^5^) in basal medium (0.5 ml) were centrifuged (150 ***g***, 5 min) in 15 ml polypropylene tubes and cultured in basal medium supplemented with BMP9 (50 ng/ml, R&D Systems) (BMP9 differentiation medium) for 21 days. The medium was changed twice a week until the end of culture period. To assay differentiation of self-aggregated cultures, 2.5 ml of cells (1.0×10^5^ cells/ml) were resuspended in basal medium in a Petri dish (45 mm, Thermo Fisher Scientific) to minimize substrate attachment for 4 days and to encourage cell aggregation as described previously (Yu et al., 2022). To enhance the aggregation response, BMP2 (50 ng/ml, R&D Systems) was added to the basal medium (BMP2 aggregation medium) for the 4-day period. After aggregation, the medium was changed to BMP9 differentiation medium (changed twice weekly) until the end of the culture period.

### Histology and immunochemistry

*In vitro*-differentiated tissues were fixed with Z-fix (Anatech, 6269) and *in vivo*-implanted tissues were fixed with Z-fix and decalcified using Decalcifier I (Surgipath, Leica 3800400). Samples were then processed for paraffin histology and immunohistochemistry as previously described (Yu et al., 2022). For histological analysis, the samples were stained with Mallory trichrome (Yu et al., 2022) or Safranin O/Fast Green (Schmitz et al., 2010). Immunohistochemical staining for β-gal, Sox9, ColI, Acan, Prg4 and Cilp was carried out using heat retrieval [citrate buffer (pH 6), 65°C, 20 h], and antigen retrieval for ColX immunostaining used 1% hyaluronidase in PBS (Sigma-Aldrich, H3506, room temperature, 30 min). Slides were treated in Protein Block Solution (Dako, X0909; room temperature, 1 h). Primary antibodies included anti-β-gal (chicken polyclonal antibody, Abcam, ab9361; 1:500), anti-Sox9 (rabbit polyclonal antibody, Abcam, ab26414; 1:500), anti-ColX (rabbit polyclonal antibody, Abcam, 58632; 1:500), anti-ColI (rabbit polyclonal antibody, Origene, R1038; 1:200), anti-Acan (rabbit polyclonal antibody, Millipore, AB1030; 1:300), anti-Prg4 (rabbit polyclonal antibody, LSBio, LS-B8236; 1:200) and anti-Cilp (rabbit polyclonal antibody, Novus Biologicals, NBP1-81667; 1:100). Secondary antibodies included Alexa Fluor 568 goat anti-rabbit IgG (Invitrogen; A11011, 1:500), Alexa Fluor 568 goat anti-chicken IgG (Invitrogen, A11041, 1:500) and Alexa Fluor 488 goat anti-rabbit IgG (Invitrogen, A11008, 1:500). Slides were counterstained with DAPI to label nuclei. Slides were imaged with an Olympus BX61 fluorescence deconvolution microscope utilizing SlideBook software (Intelligent Imaging Innovations, Denver, CO, USA). Details of immunostaining procedures have been described previously (Dawson et al., 2019; Han et al., 2008; Yu et al., 2012). Quantitation of immunostained sections was carried out as previously described (Brunauer et al., 2021).

### RNAseq

Total RNA was extracted from homogenized samples using the RNeasy Plus Micro Kit (Qiagen) following the manufacturer's recommended protocol. RNA samples were processed by BGI Genomics and analyzed for concentration, RNA integrity number and the 28S/18S ratio using an Agilent 2100 Bioanalyzer prior to sequencing. The 100-bp-length paired-end reads from cultures were generated using the BGISEQ-500 sequencing system at BGI Genomics, whereas the Sequence Read Archive (SRA) shared datasets were downloaded from the NCBI website [primary ACs: SRR9317861, SRR9317862 and SRR9317863 (Bekki et al., 2020); primary GP cartilage: SRR5036053, SRR5036054, SRR5036055 and SRR5036056, (Sabik et al., 2017)]. All reads were aligned and referenced against the *M. musculus* genome (UCSC version mm10) using ‘HTSAT2’ (Kim et al., 2015) and counted using ‘htseq-count’ (Putri et al., 2022). The normalization and DE analysis were processed by DESeq2 with the normalization method of ‘median of ratios’ running under a Galaxy instance (Love et al., 2014). All datasets were normalized together and subsequently used for the respective DE analysis. The significant DE genes were defined by a cutoff of log_2_FC≥|1.5| and FDR *P*-value<0.05. The volcano plot analysis, correlation analysis and heatmap coupled with clustering analysis were performed and visualized by R/R studio with the packages ‘gplots’ (https://github.com/talgalili/gplots), ‘ggplot2’ (https://ggplot2.tidyverse.org), ‘corrplot’ (https://github.com/taiyun/corrplot), ‘heatmap.plus’ (https://github.com/cran/heatmap.plus) and ‘RColorBrewer’ (https://cran.r-project.org/web/packages/RColorBrewer/index.html). Correlation analysis was performed on the respective sets of DE using the averages (across each one of the four phenotypes) of the normalized gene expression values.

## Supplementary Material

10.1242/develop.201894_sup1 Supplementary information

Table S1. The list of 5,142 differentially expressed genes (log2(FC) ≥ | 1.5 | and FDR P-value < 0.05) resulting from a comparison of RNAseq datasets for articular cartilage and growth plate cartilage.

# Supplementary material for: Induced regeneration of articular cartilage – identification of a dormant regeneration program for a non-regenerative tissue
**Source:** Development. 2023 Nov 8;150(21):dev201894. doi: 10.1242/dev.201894
**Supplement:** Supplementary information

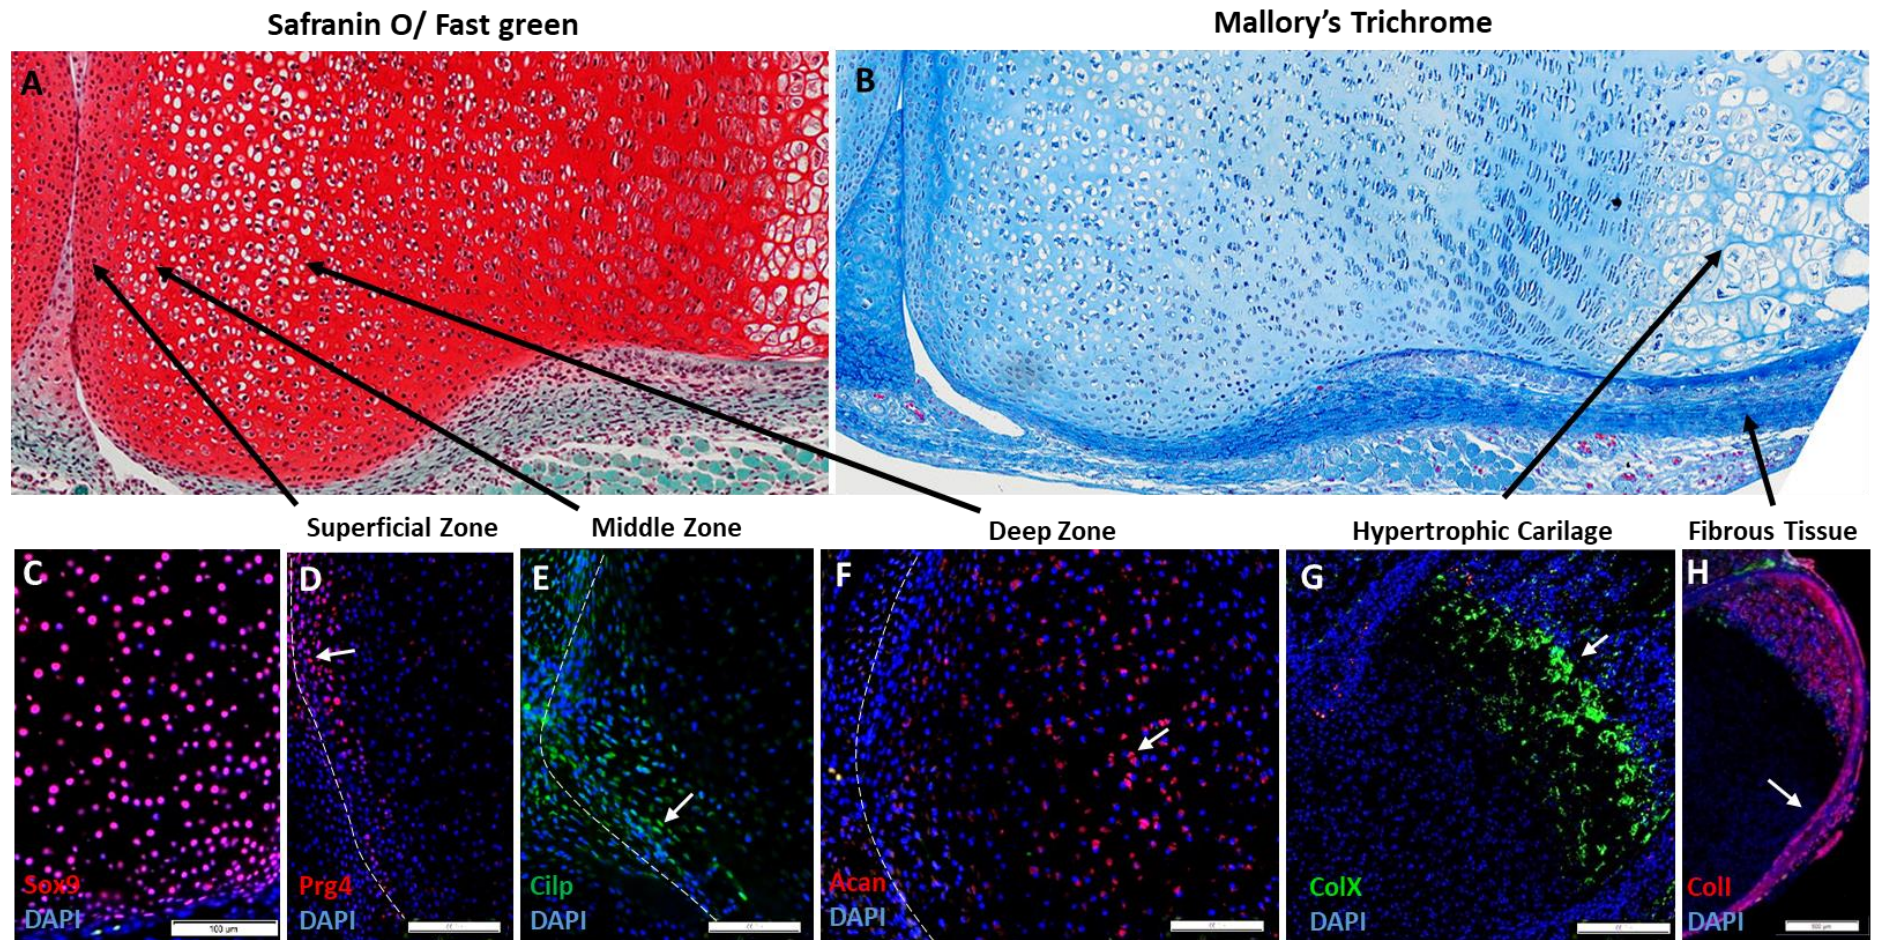

Fig. S1. Histological and immunohistochemical staining of the postnatal day 7 neonatal knee. A) Longitudinal section of the joint region stained with Safranin O/fast green identifies chondrocytes with surrounding extracellular matrix rich in glycosaminoglycans (red). B) Longitudinal section of the joint region stained with Mallory's trichrome shows a gradient of chondrocyte size in the joint forming region and hypertrophic chondrocytes of the growth plate. C) Cells of the joint forming region display uniform expression of Sox9. D) Chondrocytes of the superficial zone (arrow) are small and express Prg4. E) Middle zone chondrocytes (arrow) are small with lacunae and express Cilp. F) Chondrocytes of the deep zones (arrow) have large lacunae and express Acan. The dashed line in D-F outlines the articular boundary in the joint. G) Columns of hypertrophic chondrocytes of the growth plate (arrow) express ColX. H) Surrounding fibrous connective tissue (arrow) are non-chondrogenic and are positive for ColII expression. Scale bars: C = 100 μm; D-G = 200 μm; H = 300 μm.

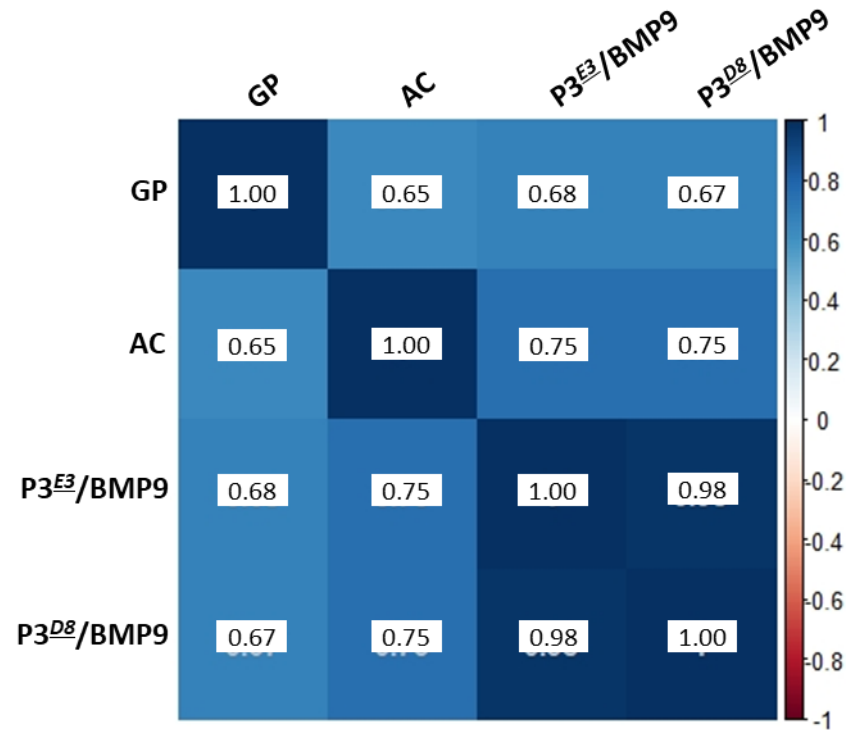

Fig. S2. Complementary correlation analysis using all of the DE genes resulting from the comparison of articular cartilage (AC) and growth plate (GP) cartilage samples detected a positive correlation between AC and GP.

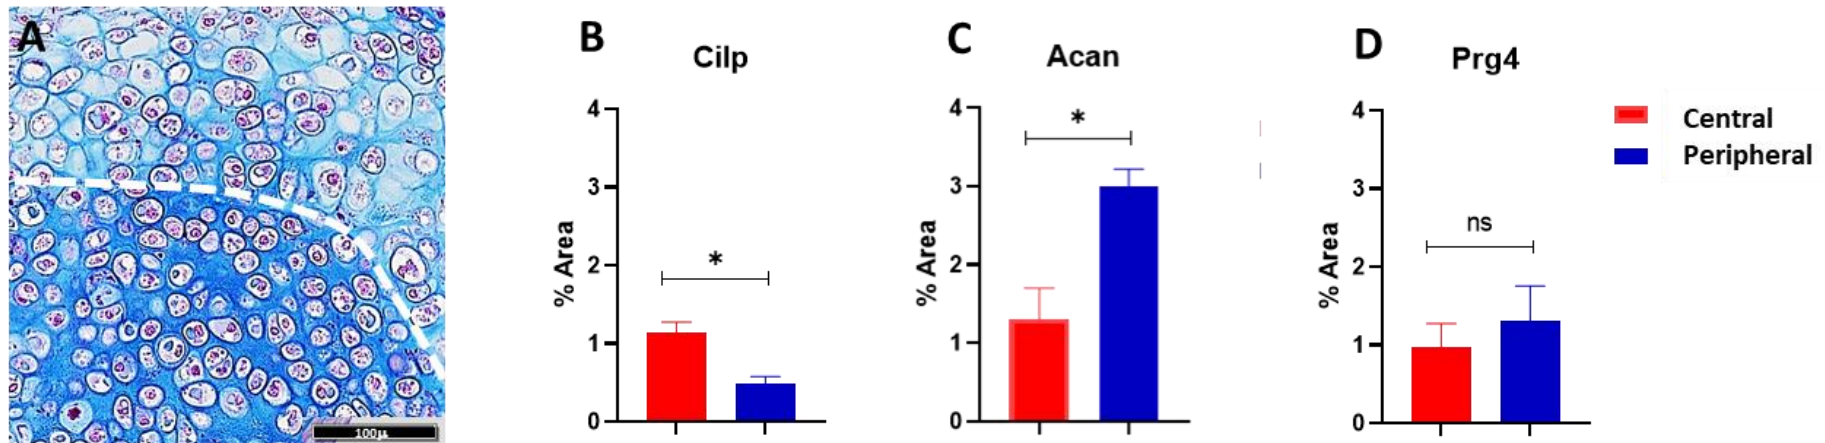

Fig. S3. Layered organization of chondrocytes in regenerated articular cartilage. **A)** Mallory's trichome stained sections were used to delineate central cartilage from peripheral cartilage based on chondrocyte size and collagen matrix production (n=6). **B)** Immunostaining of adjacent sections for expression of Cilp (n=3) was analyzed to determine if expression was regionally controlled. An unbiased imaging analysis of Cilp expression indicated that expression was statistically enhanced (mean $\pm$ SEM) in the central chondrocytes compared to the peripheral chondrocytes. **C)** Immunostaining of adjacent sections for expression of Acan (n=3) was analyzed to determine if expression was regionally controlled. An unbiased imaging analysis of Acan expression indicated that expression was statistically enhanced (mean $\pm$ SEM) in the peripheral chondrocytes compared to the central chondrocytes. **D)** As a control, Prg4 expressing cells were found to be evenly distributed (mean $\pm$ SEM) between central and peripheral cartilage regions.

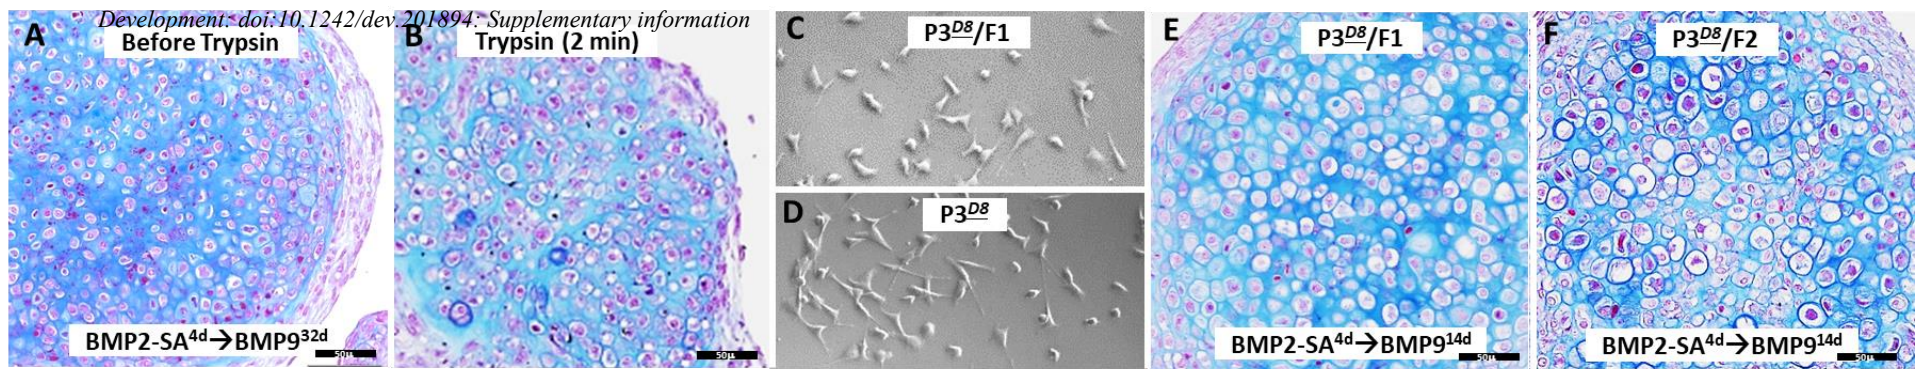

Fig. S4. Fibrous layer cells contain articular chondrocyte progenitor cells. A,B) P3^{D8} differentiated cartilage was treated with trypsin for 2 minutes to collect cells from the fibrous layer (n=3). Tissue prior to trypsin treatment (A) shows the fibrous tissue layer intact and after trypsin treatment (B) most of the cell layer is disrupted which cartilage tissue remains intact. C,D) The cell morphology of P3^{D8}/F1 cells (C) is similar to P3^{D8} cells (D). E) P3^{D8}/F1 cells were treated using the BMP2-SA^{4d}→BMP9^{14d} protocol to determine if cartilage regenerated (n=3). Mallory's trichrome staining of P3^{D8}/F1 regenerated indicated a robust chondrogenic response. F) P3^{D8}/F1 cells were used to form mature articular cartilage using the BMP2-SA^{4d}→BMP9^{40d} protocol and P3^{D8}/F2 cells were isolated by brief trypsin treatment. After treatment using the BMP2-SA^{4d}→BMP9^{14d} protocol, P3^{D8}/F2 cells displayed a robust chondrogenic response. Scale bar A,B,E,F = 50 μ m.

Table S1. The list of 5,142 differentially expressed genes ($\log_2(\text{FC}) \geq |1.5|$ and FDR P-value < 0.05) resulting from a comparison of RNAseq datasets for articular cartilage and growth plate cartilage.

Available for download at
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.201894#supplementary-data>

Table S2. Differentially Expressed Genes by Cartilage Derived from P3^{D8} and P3^{E3} cells

P3^{D8} > P3^{E3}: 1700109K24Rik, 1810011O10Rik, 1810030O07Rik, 2310015D24Rik, 2610035F20Rik, 2700081O15Rik, 2810403A07Rik, 2810433D01Rik, 4732440D04Rik, 4930412C18Rik, 4930579G18Rik, 4933427D14Rik, 5430403N17Rik, 5730480H06Rik, 9330117O12Rik, A230028O05Rik, A230050P20Rik, A230083G16Rik, A730020E08Rik, A830019L24Rik, A930038B10Rik, Abr, Acat3, Acpp, Adamts12, Adamts2, Adamts5, Adamts6, Adamts12, Adss1, A1480526, Akr1c14, Alox8, Amn1, Ang2, Apeh, Apol6, Aqp1, Aqp5, Arhgef2, Arhgef28, Arhgef40, Arid4b, Atp1a2, Atp1b1, Atp8b1, Avpr1a, B230354K17Rik, B4galt2, Baiap2, Baz1b, Bbs12, BC064078, Bcl6, Bcl6b, Bclaf1, Bdkrb1, Bend4, Bhlhe22, Bicc1, Birc2, Birc3, Blnk, Bmp1, Bmp2, Brpf3, C3, Cand2, Capg, Ccbe1, Ccdc157, Ccdc24, Ccl2, Ccl7, Ccl9, Ccn11, Ccn12, Ccser1, Cd28, Cdc371l, Cdh24, Cdk13, Cdk14, Cercam, Cetn3, Cfap69, Chn2, Chrd11, Chst10, Cilp, Cilp2, Cldn1, Clec14a, Clec16a, Clec2e, Clk1, Clk4, Clstn2, Cmya5, Cnrip1, Col3a1, Col6a3, Col8a1, Cpne3, Crabp2, Crlf3, Cry1, Ctnn, Cxcl11, Cxcl12, Cxcr6, Cxxc4, Cyhr1, Cyth1, D030025P21Rik, D730005E14Rik, D830031N03Rik, D930048N14Rik, Dapk2, Dcn, Ddi2, Ddr2, Ddx17, Dennd2d, Desi2, Dexi, Dmrta1, Dnm3os, Doc2b, Dok3, Dpt, Dpyd, Dpysl2, Dpysl3, Dse, Dusp16, Dusp4, Dzip1l, E330033B04Rik, Egfr, Eif4e2, Eif4g1, Enpp2, Epb41l2, Eph2, Epn2, Ereg, F2r, Fam13b, Fam214a, Fam46b, Fam65a, Fam83h, Far1os, Farp1, Fastk, Fbln1, Fbxo22, Fdft1, Fendrr, Fgf10, Flt1, Fmr1, Foxf1, Foxred2, Foxs1, Gabre, Galnt12, Gapdhs, Gas1, Gbp5, Gdap10, Gjb4, Gm10710, Gm11783, Gm12338, Gm13056, Gm13157, Gm15411, Gm16576, Gm16976, Gm20544, Gm26705, Gm28523, Gm30177, Gm30510, Gm30956, Gm31012, Gm31066, Gm31077, Gm31078, Gm31512, Gm32219, Gm32404, Gm32817, Gm33153, Gm33473, Gm34389, Gm34589, Gm35824, Gm38469, Gm38592, Gm38675, Gm38850, Gm38914, Gm39668, Gm40121, Gm40468, Gm40725, Gm40755, Gm40841, Gm40960, Gm41032, Gm41159, Gm41280, Gm41420, Gm41428, Gm42127, Gm42259, Gm5454, Gm6556, Gm6566, Gm6634, Gnl2, Golga4, Gprin3, Gpsm1, Gsp2, Gstm2, Gtf2a2, Hacd3, Hhat, Hook3, Hoxd10, Hp1bp3, Hpgd, Hpse, Hs3st3a1, Hsf2, Hspb7, Htr2a, Ifnlr1, Il17rb, Inf2, Inmt, Itga11, Itga2, Itgb8, Itgbl1, Jak2, Jun, Kansl1l, Kansl3, Kat6b, Kcnj2, Kctd9, Kdm2a, Khdrbs1, Klhdc8a, Lancl3, Limal1, Lims1, Lman1l, Lmbr1l, Lmod1, LOC102633880, LOC102639958, LOC108167377, LOC108167518, LOC108167700, LOC108167917, LOC108167946, LOC108168297, LOC108168933, LOC108168980, Lrrcc1, Lyve1, Mafb, Malrd1, Mamdc2, Mapk1ip1, Mark2, Masp1, Mbd4, Mblac2, Mbd1l, Mcm6, Megf10, Megf6, Mepe, Metap1d, Mettl13, Mfhas1, Mical2, Mir7652, Mmp9, Mn1, Mnt, Mprp, Mx2, Mt2, Mtss1l, Mturn, Murc, Mx1, Mxra7, Myo10, Myo9b, Myoc, Myzap, Naalad2, Ncapd3, Ncbp1, Net1, Nkd2, Nktr, Nrf1, Nrn1, Nuak1, Numbl, Olfm12a, Omd, Osr1, Palm2, Pde1b, Pde3a, Pdgra, Penk, Pgam2, Pgm5, Phf1l1d, Phldb1, Pik3r1, Platr22, Plek, Pnlsr, Pogk, Ppm1l, Prkg1, Proz, Prpf38b, Prrx1, Psg20, Pstpip2, Ptchd1, Ptgr, Ptn, Pygm, Rad54l2, Rasal, Rasl11a, Rbm3, Rbm39, Rbp1, Rbpj, Rc3h1, Reep1, Rel, Rem1, Rgs4, Rgs5, Rnf113a2, Rnf145, Rnf39, Rxfp3, S100a8, Sash1, Scx, Sema3a, Sema7a, Serf2, Setbp1, Sfrp2, Sh3bp4, Sh3rf3, Shb, Slc1a3, Slc25a27, Slc25a36, Slc25a37, Slc38a9, Slc3a2, Slco1a1, Slfn2, Smad3, Smchd1, Smpd4, Sntb1, Snx27, Snx30, Sod3, Sox21, Spire2, Spp1, Spred2, Sptbn1, Srpk1, Srrt, Srsf11, Srsf4, Stat6, Stk11, Stk38, Stmn2, Sugct, Svep1, Syncrip, Syngap1, Syt13, Taf8, Taz, Tbce, Tcte2, Tgfb3, Thbs4, Timm21, Tm4sf1, Tmem156, Tmem200b, Tmem35, Tnfrsf1b, Tnfsf10, Tpm2, Tram1l1, Trim1l, Trim2, Trp63, Trps1, Tspan13, Ttc28, Ttc9, Tubgcp5, Ubap2l, Ugt1a6a, Ugt1a6b, Ugt1a7c, Uhrf1bp1l, Unkl, Usp18, Usp40, Vegfc, Vezf1, Whrn, Wipf1, Wnt10a, Wsb1, Xcr1, Xdh, Zadh2, Zbed6, Zbtb5, Zcchc24, Zfp157, Zfp266, Zfp275, Zfp367, Zfp361l, Zfp449, Zfp948, Zic2, Zkscan3, Zranb2

P3^{E3} > P3^{D8}: 1700008J07Rik, 1700047M11Rik, 1810024B03Rik, 2810468N07Rik, 3110079O15Rik, 4932435O22Rik, 9230110C19Rik, A2m, Adamts14, Adgrd1, Adm2, Adra1d, Adra2a, A1661453, A1662270, Aif1l, Akr1b7, Aldh1a3, Alx3, Amz1, Angpt4, Ankfn1, Ap1s3, Apcdd1, Aph1b, Apobr, Atf3, ATP8, AW112010, B230217C12Rik, Basp1, Batf3, BB557941, BC080695, Bcl1, Bcam, Bcan, Bdnf, Bmp6, C2, C330021F23Rik, Ccdc8, Cd24a, Chac1, Chad, Cidea, Cisd3, Clec3a, Col11a1, Col14a1, Col9a2, COX3, Ctsc, Cybrd1, D630003M21Rik, Dlx4os, Dlx6os1, E330013P04Rik, Efnb2, Eif2s2, Eif3f, Eif4e3, Entpd2, Eph3, Epyc, Exoc3l2, Ezr, Fabp7, Fads6, Fau, Fbln7, Fjx1, Foxd1, Frzb, Galnt15, Gdf5, Gfap, Gimap6, Gjc3, Glp1r, Gm11478, Gm12070, Gm12174, Gm12273, Gm13552, Gm13848, Gm14434, Gm2225, Gm25380, Gm25432, Gm26633, Gm31213, Gm33844, Gm34865, Gm40019, Gm41213, Gm41556, Gm41844, Gm4705, Gm4786, Gm5148, Gm561, Gm5621, Gm5854, Gm5879, Gm6158, Gm6559, Gm6988, Gm7334, Gm8210, Gm8430, Gm8451, Gm8942, Gm9794, Got1, H2-DMb1, H2-DMb2, Hcn1, Hdcc3, Hgf, Hist1h4h, Hist2h2bb, Hsd11b2, Icosl, Ihh, Irs1, Kcna5, Kcnmb4, Kcnq1ot1, Kctd4, Llph-ps2, LOC101055915, LOC101056032, LOC102631979, LOC102632292, LOC102634483, LOC105244208, LOC105247253, LOC108167548, LOC108167591, LOC108167751, LOC108167922, LOC108167926, LOC108168114, LOC108168154, Lpar4, Lrp2, Lrrc17, Lrrc4, Lypd3, Lymr9, Lyz2, Mall, Mansc1, Map6d1, Mei4, Merlk, Metrn, Mia, Mir682, Mmp13, Mthfd2, Naip6, Napsa, ND3, Nfe2l3, Nhlrc1, Nog, Nos1ap, Npl, Nrp, Nrtm, Nup210, Nutf2-ps2, Palmd, Panx3, Paqr3, Pard6b, Pcdhga5, Pck2, Pi15, Pigq, Pigt, Pik3ap1, Plagl1, Podxl, Polr2l, Ppp1r15a, Ppp1r1b, Pycard, Pycr1, Rbms3, Rhox5, Rn7s1, Ror2, Rpf1, Rpl13a, Rpl13-ps6, Rpl14-ps1, Rpl17-ps8, Rpl27a, Rpl35, Rpl37, Rps11, Rps13, Rps15a, Rps15a-ps4, Rps15a-ps5, Rps15a-ps6, Rps16, Rps17, Rps26, Rps27rt, Rps3, Rps5, S100b, Slpr5, Sdhaf3, Sema3d, Sema3e, Shisa2, Slc13a4, Slc25a13, Slc25a33, Slc2a10, Slc35e3, Slc35g1, Smpd13a, Snhg12, Snhg14, Snhg6, Snhg8, Sorl1, Sost, Sox8, Spon1, Srpax, Sstr2, Steap1, Stk32b, Stxbp2, Tcaf2, Tfrc, Tnfaip8l3, Trib3, Tspan18, Tst, Tubb3, Uchl1, Vax2, Wnt4, Zcchc5, Zfas1, Zfp941, Zfp971

How the deposited data were processed for this re-analysis (not part of the article)

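RNA was sequenced from 2 clonal fibroblast lines of the mouse digit, P3 D8 and P3 E3, each as BMP9 cartilage and as monolayer, with 3 libraries per group and 12 in all. Cartilage received 50 ng/ml BMP2 for 4 days and 50 ng/ml BMP9 for 14 days, and monolayer cultures received neither. The authors aligned paired-end reads to mm10 with HISAT2, counted them with htseq-count and normalized the counts with DESeq2 size factors over all datasets of the study together, AC and GP cartilage included. The sources used here give no versions, no strand setting, no annotation file and no rule for reads that overlap several features. The entries are RefSeq transcripts, so the counts below are of transcripts unless genes are named, and whether genes that overlap on opposite strands were told apart is not known.

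The authors deposited 2 tables. The signal values, normalized counts per library, were divided by the authors by 1 DESeq2 size factor per library. The second table holds log2 fold changes that the authors computed with DESeq2 between P3 D8/BMP9 and P3 E3/BMP9, group means of the normalized counts, and FDR p values that the authors adjusted as part of the same DESeq2 comparison. It was used to count the authors' calls and not in any test. In each library all values were whole multiples of 1 step within a tolerance of 0.01 reads (100% of values), and dividing by the step gave back 7269748 to 8662298 reads. The 10 most counted genes held 27.7% to 29.1% of the reads in P3 D8/BMP9, 21.0% to 21.7% in P3 E3/BMP9, 12.4% to 13.3% in P3 D8 monolayer and 9.86% to 10.45% in P3 E3 monolayer. Many genes with several entries are counted low in this table (see the closing section). A gene with several entries was represented by its most counted transcript over the 12 libraries, a rule set after the format of the table had been seen.

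The cell line entry of 4 sample records names the other clone than the title. Libraries were grouped by title, and a grouping by the cell line entry was run as an alternative. Replicate numbers did not clearly pair libraries across groups. Correlations of same-numbered P3 D8/BMP9 and P3 E3/BMP9 libraries, after the group means were taken off, were -0.0303, -0.175 and -0.306. Between cartilage and monolayer of the same line they lay between -0.282 and 0.116. There, only replicate 1 of each line had its own number as the best match. No pairing term was used in the tests reported at the claims.

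P3 D8/BMP9 was compared with P3 E3/BMP9 by limma 3.58.1 in R 4.3.3, with a trend in the prior variance, on log_2_(normalized count + 1), for the 5462 transcripts with a mean of at least 10 over the 6 libraries. Transcripts were called at an absolute log_2_FC of at least 1.5 and a Benjamini-Hochberg adjusted p under 0.05, the study's thresholds. A second limma model over all 12 libraries and 4 groups tested 5333 transcripts for the change from monolayer to cartilage in each line, for the difference between these changes at an adjusted p under 0.05, and for the lines in monolayer. Pearson's r and Spearman's rho were computed across transcripts. Tests were two-sided. On simulated data with the same depth, spread and group sizes, limma called 98% of transcripts changed by a log_2_ of 2. It called 100% of those changed by 3 and none of 5256 unchanged transcripts. The transcripts were drawn independently of each other, so these rates leave out variation that transcripts of a library share. The changed ones were taken only from transcripts with a mean of at least 2 times the minimum of 10. The 98% and 100% therefore do not cover the least counted transcripts tested.

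In all, 38 gene lists were written after the paper and its tables had been read. The comparisons and their tests, the lists, the rule for named genes and the first group of alternatives below were chosen before the data were examined, that is, before the values per library were opened. The outcome of the lists was known in part, since the study's table of differential expression for these libraries had been read. Of the lists, 4 are the study's own selections, 9 were chosen after members had been seen in that table, and most of the others hold members of it. Each list was tested with camera from limma at a preset correlation of 0.01 and at an estimated correlation, adjusted over the lists. A list member was called at an adjusted p under 0.05 with no fold threshold. Genes named in the text are those the paper names for the comparison or stained, the 12 with the largest change in each direction among called transcripts without overlap and with a mean of at least 50 (predicted RNA genes left out), the 4 members of each list with the largest change, and the first 30 articular entries of Table S1. Genes named outside this rule are said to have been picked after their values had been seen. Gene positions are from the RefSeq annotation of GRCm38.p6, which has the mm10 coordinates. Lengths and GC content came from GENCODE vM21 transcripts.

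The first group of alternatives was a pseudocount of 0.5 or 8, no filter or a mean of at least 50, rescaling to the same total, TMM factors or median of ratios over the 6 libraries, edgeR 4.0.16 (quasi-likelihood, with and without the filter) and DESeq2 1.42.0 on the recovered reads, no trend, a replicate block, each library left out, the libraries with a conflicting cell line entry left out or regrouped, and fold thresholds of 1 or none. DESeq2 without the filter, entries summed per gene, and genes with 1 entry only were chosen after the values had been seen. The AC and GP datasets and the KEGG sets were not available, so correlations with AC or GP cartilage and the pathway enrichment were not repeated. The copy of Table S1 at hand is incomplete, with 3146 entries left out, and was used only for its first 30 entries. Figures were drawn with matplotlib.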

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

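Chosen only after the result was seen were the tests of a line difference already present in monolayer, of a single scaling factor, of a general rise of genes with several transcript entries, of a change in which transcripts are made, of the reads in replicate 3 of P3 E3/BMP9, and of genes with several transcript entries listed near 0.

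The change from monolayer to BMP9 cartilage differed between the clonal lines. Cartilage was grown as aggregates with BMP2 and BMP9 and monolayer without either, so this change is that of culture form and treatment together. In a test of the difference itself, 2480 of 5333 transcripts had an adjusted p under 0.05 from limma, 999 with a higher change in P3 D8 and 1481 with a lower one. Of 100 ways of exchanging libraries between the lines, the real one included, 2 gave a count as large, a share under 0.05. The exchanges assume that the lines do not differ at all, but the lines differed in monolayer too. The share therefore cannot decide whether the changes themselves differ beyond chance. The other of the 2 splits, with 2966 transcripts, exchanges all 3 monolayer libraries between the lines. It turns the difference of the changes into a sum of the line differences in cartilage and in monolayer, and so points to a structure of the samples, the lines themselves. The next highest split gave 1248. On simulated data, with transcripts drawn independently of each other, the same test called 14 of 5125 unchanged transcripts. The simulated unchanged transcripts had the same mean in every library, with no difference between lines or between monolayer and cartilage. The real transcripts have such differences, so this rate need not hold for them.

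Among the genes the paper names, the change of *Ihh* was lower in P3 D8 by a log_2_ difference of -3.43 (standard error 1.00, adjusted p = 0.0124), that of *Mmp13* by -4.36 (standard error 0.56) and that of *Ror2* by -1.42 (standard error 0.20). The change of *Cilp* was higher in P3 D8, with a difference of 4.10 (standard error 0.30), and that of *Sfrp2* too, with 1.63 (standard error 0.42). The value of *Mmp13* includes a difference of 2.83 already present in monolayer, where P3 D8 was higher. *Ihh*, *Cilp* and *Sfrp2* were at or near 0 in monolayer, so for these the difference of the changes is close to the difference between the cartilages and says little more. The test did not pass for *Col10a1* (difference -0.18, standard error 0.94) and *Osr1* (0.34, standard error 0.24).

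By gene list, the difference was tested with camera at a preset correlation of 0.01. The change was lower in P3 D8 for hyaline cartilage matrix and its Sox regulators (median -1.40, 7 of 12 genes lower), for ATF4 targets (median -1.22, 18 of 23 lower), for cytosolic ribosomal protein genes (median -1.08, 49 of 53 lower), for ribosomal protein pseudogenes (median -1.21, 6 of 7 lower) and for glia and neuron markers (median -1.82, 8 of 9 lower). It was higher in P3 D8 for articular and joint markers (median 1.37, 5 of 8 higher) and for splicing regulators with detained introns (median 0.958, 9 of 18 higher and 1 lower). The adjusted p of these 7 lists was at most 0.0121, but with a correlation estimated from the libraries it was at least 0.191 for each of them.

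The paper does not report the monolayer libraries. Against them, 1563 transcripts changed in P3 D8 cartilage and 1832 in P3 E3 cartilage (absolute log_2_FC of at least 1.5, adjusted p under 0.05). The lines also differed without treatment, with 456 transcripts called between the monolayers. For the change in either line and for the comparison of the cartilages (480 transcripts called), 3 libraries against 3 make only 10 splits, too few for a share under 0.05. In each of these 3 comparisons the real split, 1 of the 10, gave the count above and the highest other split gave 0.

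The first pattern weighed is that ribosomal protein and ATF4 target transcripts were lower in P3 D8/BMP9 and splicing regulator transcripts higher. These lists were chosen after members had been seen in the study's own table of differential expression. The tables argue against several technical explanations as the whole cause. After a curve on transcript length and GC content was taken off, the medians were -0.926 (standard error 0.073), -1.14 (0.21) and 1.43 (0.27), against -1.23, -0.9998 and 1.63 before. The standard errors in this paragraph are across the genes of a list, as if these were independent. The estimated correlations between genes of the 3 lists were 0.756, 0.599 and 0.163. These errors therefore understate the uncertainty of 3 libraries against 3. A single scaling factor per library moves all transcripts alike, but the ribosomal protein median lay 2.86 below the splicing median on the log_2_ scale (difference -2.859, standard error 0.27). A difference between the lines that does not depend on the cartilage culture would show in monolayer, where the medians were -0.125, 0.452 and 0.186. The other genes with several transcript entries rose by a median of 0.126, far less than the splicing regulators. Whether the splicing regulators changed in amount or in which of their transcripts are made cannot be told apart, since 17 of the 19 have several entries and only the other 2 have 1 entry (median -0.248). Reads shared between ribosomal protein genes and their pseudogenes were not tested. The sources at hand give no batches, and a batch that separates the lines was not tested. A response to the cartilage culture that differs between the lines is a candidate explanation, as a hypothesis from the same data, with ribosomal protein and ATF4 target transcripts falling from monolayer to cartilage in P3 D8 (49 of 53 and 18 of 23 genes lower, medians -1.01 and -1.94) and mixed in P3 E3 (7 of 53 and 9 of 23 lower, 24 and 7 higher, medians 0.151 and -0.146). At an estimated correlation the fall in P3 D8 did not pass camera (adjusted p 0.392 and 0.399).

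The second pattern weighed is the low value of *Ihh* (26.6, against 359 and 145) and *Col10a1* (2233, against 28246 and 12873) in replicate 3 of P3 E3/BMP9. Admixed P3 D8/BMP9 RNA, or a library of P3 D8 under a wrong label, would move the library toward P3 D8/BMP9 throughout. Over 320 transcripts called higher there without this library it lay 4.98% of the way (standard error across transcripts 1.3), where *Ihh* needs 92.9% and *Col10a1* 133%. Toward P3 E3 monolayer it lay 0.957% of the way (standard error across transcripts 0.41) over 558 transcripts. Its reads were 96.0% of the mean of the other 2 libraries. None of these values is near what the explanation needs. The design gives no condition that separates this library from the other 2, and no biological explanation was tested.

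The third pattern weighed is that many genes with several transcript entries are listed near 0. Among cytosolic ribosomal protein genes, abundant in every cell, 28 of 35 with several entries (80.0%) had a mean under 10, against 3 of 49 with 1 entry (6.12%), a difference of 73.9 percentage points (standard error 7.6). Too few reads per library would leave the genes with 1 entry low as well, and those had a median of 7070. Reads that overlap several transcripts of one gene may therefore have gone uncounted.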

How the results depend on the processing

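Chosen after the values had been seen were DESeq2 without the filter, entries summed per gene, and genes with 1 entry only. In all, 25 settings were tried for the comparison of P3 D8/BMP9 with P3 E3/BMP9, 22 of them set beforehand.

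Against 281 transcripts higher in P3 D8/BMP9 and 199 higher in P3 E3/BMP9, rescaling to the same total gave 321 and 175, TMM factors 274 and 211, median of ratios 279 and 202, edgeR 313 and 195, DESeq2 314 and 194, no trend 270 and 198, the replicate block 276 and 199, a pseudocount of 0.5 292 and 206, and summed entries 273 and 197. Leaving out 1 library gave 246 to 320 and 194 to 230. Rescaling to the same total moved the median of all transcripts from -0.0353 to 0.0689. At least 1 of the counts moved by more than 1.5 times with a pseudocount of 8 (154 higher in P3 D8/BMP9; 143 in P3 E3/BMP9), without the filter (654 and 305; edgeR 721 and 362; DESeq2 443 and 269), with a mean of at least 50 (102 and 110), with 1 entry only (139 and 156), with a fold threshold of 1 (528 and 443) and with none (1173 and 1521). A larger pseudocount shrinks folds, filters change how many transcripts are tested (20549 without, 3640 at 50, 3610 with 1 entry), and fold thresholds change the call itself. P3 D8/BMP9 had the larger count under all of these settings except a mean of at least 50, genes with 1 entry and no fold threshold.

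Without the libraries whose cell line entry names the other clone the counts were 269 and 196. Grouped by that entry, limma called 0 and 0, with 14 transcripts at an unadjusted p under 0.05 (no other tool was run on this grouping), 9 lists passed camera in place of 20, and 0 transcripts differed in their change. On the 2nd principal component the libraries with a conflicting entry lay with their titles, which argues against the entry. Grouping by the entry mixes libraries of both titles in each group. Under it, of the named genes with an adjusted p under 0.05 by title, *Batf3* (0.48), *Gli1* (0.0108), *Hspa1a* (-0.0471), *Ihh* (0.13), *Pik3ap1* (0.20) and *Tubb3* (0.12) changed sign, and of the others *Bmp6* (0.25), *Col10a1* (0.77), *Col2a1* (-0.19), *Kdm2a* (-0.11) and *Larp1* (-0.19).

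Apart from that grouping, of 3484 pairs of a named gene and a setting 3369 kept their side of the threshold, 75 lost the call and 40 gained it. Among these 3369, *Acan*, *Col2a1* and *Col10a1* changed sign in 14 pairs with no call in either setting, and no other pair changed sign. Of 790 pairs of a list and a setting, 759 kept their side, 24 of them (12 lists) with a sign change and no call in either setting, 13 lost and 11 gained the call, and 7 changed sign with a call in at least 1 setting. In these 7 the medians of 3 lists changed sign without the filter: stained markers (-0.0534 with edgeR, -0.0428 with DESeq2), hypertrophic markers (0.26 and 0.27) and Wnt genes (0.1345 and 0.1475), and that of the splicing regulators with 1 entry only (-0.248, 2 genes). The cause was not tested. Ribosomal protein medians stayed between -1.31 and -1.06, ATF4 targets between -1.31 and -0.869, and articular and joint markers between 1.59 and 3.04.

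Pearson's r of 0.948 was 0.893 on the normalized scale, where abundant transcripts weigh most, 0.929 with a mean of at least 50, where fewer transcripts enter, and 0.943 to 0.950 without 1 library. The 1563 and 1832 transcripts that changed from monolayer to cartilage were 3260 and 3310 without the filter, where more transcripts are tested, and 1535 to 1585 and 1773 to 1879 without 1 library. The 2480 that differed in their change were 1800 without the libraries with a conflicting entry, 2165 to 2506 without 1 library, and 2311 to 2440 with edgeR, DESeq2, no filter, the replicate block or a pseudocount of 0.5. Fitting only the groups compared gave 1598 and 1759 for these, and was not run for the difference of the changes, which needs all 4 groups.

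The minimum count limits what is tested. Of 106518 transcripts, 5462 reached a mean of 10 in the cartilage libraries, and a transcript under that level was not compared. Whether depth or reads left out of the counts kept a transcript under it was not told apart.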

Differences from the paper's values

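The paper gives 717 differentially expressed genes between P3 D8/BMP9 and P3 E3/BMP9, and 473 were called here at the paper's thresholds. Among the alternatives set before the data were examined, the count lay within 1.5 times the paper's with a pseudocount of 0.5 (490), no filter (934), the same total per library (488), TMM factors (478), edgeR (501, and 1053 without the filter), DESeq2 (501), without replicate 3 of P3 D8/BMP9 (516), without replicate 1 (499), 2 (480) or 3 (517) of P3 E3/BMP9, and with a fold threshold of 1 (959). It did not with a pseudocount of 8, a mean of at least 50, median of ratios, no trend, the replicate block, without replicate 1 or 2 of P3 D8/BMP9, no fold threshold, or when libraries were left out or regrouped by their cell line entry. Counts close to the limit hardly differ, with 474 for median of ratios and 478 for TMM factors. These 2 settings dropped 277 and 272 of the authors' 730 called transcripts, against 280 in the main comparison. DESeq2 without the filter, chosen after seeing the values, gave 698 and drops 100 of the authors' 730 called transcripts.

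For genes higher in P3 D8-derived cartilage, the paper gives 462, and 276 were called here. Among the alternatives set before the data were examined, no filter (632), the same total per library (314), DESeq2 (308), leaving out replicate 3 of P3 E3/BMP9 (313) and a fold threshold of 1 (519) came within 1.5 times the paper's count, and the others did not. DESeq2 without the filter, chosen after seeing the values, gave 430 and drops 100 of the authors' 730 called transcripts.

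The paper names 32 transcription factors as higher in P3 D8-derived cartilage, and 21 of them had a transcript called here. With no filter (32), edgeR without the filter (32), the same total per library (22) or without replicate 3 of P3 D8/BMP9 (22), all set before the data were examined, the count came within 1.5 times the paper's, and under the other such alternatives it did not. DESeq2 without the filter, chosen after seeing the values, gave 27 and drops 100 of the authors' 730 called transcripts.

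Of the transcripts in the authors' deposited comparison that pass the paper's thresholds, 474 higher and 256 lower in P3 D8/BMP9, 261 and 189 were called here in the same direction and none in the opposite one. A mean under 10 accounts for 205 and 47 of the authors' calls, which were not tested here. Without the filter limma called all but 37 of the 730, and edgeR all but 1.

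Some genes that the paper names as higher in P3 E3- or P3 D8-derived cartilage had no called transcript here. *Bmp6* was called with limma or edgeR without the filter, with edgeR, and without replicate 3 of either cartilage. *Gdf5*, *Bmp1*, *Vax2*, *Cxxc4*, *Dmrta1*, *Hsf2*, *Pogk* and *Mnt* were called with limma or edgeR without the filter and with DESeq2 without the filter, which was chosen after seeing the values. *Egfr*, *Nrf1*, *Mbd4*, *Vezf1* and *Zbtb5* were called with limma or edgeR without the filter. *Batf3* was called with edgeR with or without the filter, with DESeq2 (also without the filter, chosen after seeing the values) and without replicate 3 of either cartilage. *Zkscan3* was called with limma, edgeR or DESeq2 without the filter (the last chosen after seeing the values), with the same total per library, and without replicate 3 of P3 D8/BMP9 or without any 1 of the P3 E3/BMP9 libraries. *Kdm2a* was called with limma or edgeR without the filter and without replicate 3 of either cartilage. Called in the paper's direction were *Ihh* (log_2_FC -3.56), *Mmp13* (-1.52), *Ror2* (-1.65), *Cilp* (3.90), *Osr1* (1.91), *Sfrp2* (1.63) and *Enpp2* (1.71).

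The paper reports no collagen X protein in P3 D8-derived cartilage by staining, in cultures of other duration or treatment than those sequenced, and collagen X in P3 E3-derived cartilage. The *Col10a1* transcript was abundant in both here, at 6818 ± 3034 (SD, n = 3) in P3 D8/BMP9 and 28246, 12873 and 2233 in P3 E3/BMP9. The direction depends on single libraries, with a log_2_FC of -1.59 (adjusted p = 0.00445 from limma) without replicate 3 of P3 E3/BMP9 and of 0.237 (adjusted p = 0.794) without its replicate 1. No collagen X staining of the sequenced cultures was compared.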

Other observations

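From monolayer to BMP9 cartilage, 1009 transcripts rose and 554 fell in P3 D8 cells, and 1157 rose and 675 fell in P3 E3 cells. The lines shared 838 raised transcripts (219 expected if independent) and 382 lowered ones (70.1 expected), and the changes correlated across the 5333 transcripts with r = 0.889. All 12 tested genes of hyaline cartilage matrix and its Sox regulators rose in both lines (median log_2_FC 6.56 in P3 D8 and 10.6 in P3 E3; camera adjusted p at an estimated correlation 0.0151 and 0.021), and so did all 7 hypertrophic chondrocyte markers (5.58 and 7.47; 0.104 and 0.117). Members of lists of other tissues rose too. Fibrous connective tissue genes did in 17 of 21 in both lines (medians 3.68 and 3.76, camera adjusted p at an estimated correlation 0.0151 and 0.0274). Osteoblast and osteocyte markers rose in 5 of 6 and 6 of 6 (7.145 and 7.815, 0.104 and 0.0937). Adipocyte markers rose in 3 of 3 in both (6.37 and 5.93, 0.155 and 0.184). Muscle markers rose in 4 of 4 in P3 D8 but in only 2 of 4 in P3 E3 (3.03 and 1.42, 0.174 and 0.488). Of these lists of other tissues only the fibrous one passed camera at an estimated correlation. Cell cycle genes fell, 12 of 12 in P3 D8 and 11 of 12 in P3 E3 (medians -2.57 and -2.499), with camera adjusted p values of 0.000158 and 0.000258 at the preset correlation and of 0.354 and 0.415 at an estimated one. Mitochondrially encoded genes rose, 11 of 13 in P3 D8 and 13 of 13 in P3 E3 (medians 1.60 and 2.38), with adjusted p values of 0.00196 and 0.000258 at the preset correlation and of 0.392 and 0.376 at an estimated one.

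Transcripts called in opposite directions in the lines numbered 2 raised in P3 D8 and lowered in P3 E3 (*Cxcl12*, 1.61 and -2.73; *Htr2a*, 1.72 and -3.59) and 4 the other way (*Gm11992*, -1.60 and 2.94; *Phex*, -1.55 and 1.73; *Mgst3*, -1.80 and 2.39; *Kctd4*, -2.11 and 1.96). Except for *Phex* these are named because their count is small, after their values had been seen.

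Without BMP2 or BMP9, 356 transcripts were higher in P3 D8 monolayer and 100 in P3 E3 monolayer. Of the transcripts higher in P3 D8/BMP9 than in P3 E3/BMP9 and tested in both, 75 were also higher in P3 D8 monolayer (17.8 expected if independent), and of those lower, 15 were lower (3.54 expected). Across transcripts the difference between the lines in cartilage correlated with that in monolayer at r = 0.269. Of 21 genes of fibrous connective tissue 12 were higher in P3 D8 monolayer and 1 was lower (median 1.47, camera adjusted p = 8.23e-05 at a preset correlation and 0.0306 at an estimated one). Interferon-stimulated genes were higher in 6 of 7 (median 1.68), with adjusted p values of 0.01 and 0.566.

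In the comparison of the cartilages, transcripts without a poly(A) tail were lower in 10 of 25 and higher in 2 (median -0.45, adjusted p = 0.1). Replicate 3 of P3 E3/BMP9 had 4.02% of its reads on the mitochondrial genome, against 5.95% and 7.23% in the other 2 libraries, and all 13 mitochondrially encoded genes were lower in it (median -0.657 on the log_2_ scale). Hypertrophic chondrocyte markers were lower in it in 5 of 7 genes (median -0.631), while the median of hyaline matrix genes was 0.0719.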
